# Male-specific Fruitless isoforms have different regulatory roles conferred by distinct zinc finger DNA binding domains

**DOI:** 10.1186/1471-2164-14-659

**Published:** 2013-09-27

**Authors:** Justin E Dalton, Justin M Fear, Simon Knott, Bruce S Baker, Lauren M McIntyre, Michelle N Arbeitman

**Keywords:** *Fruitless*, Sex hierarchy, Drosophila, Behavior, Genomics, RNA-seq

## Abstract

**Background:**

*Drosophila melanogaster* adult males perform an elaborate courtship ritual to entice females to mate. *fruitless* (*fru*), a gene that is one of the key regulators of male courtship behavior, encodes multiple male-specific isoforms (Fru^M^). These isoforms vary in their carboxy-terminal zinc finger domains, which are predicted to facilitate DNA binding.

**Results:**

By over-expressing individual Fru^M^ isoforms in *fru*-expressing neurons in either males or females and assaying the global transcriptional response by RNA-sequencing, we show that three Fru^M^ isoforms have different regulatory activities that depend on the sex of the fly. We identified several sets of genes regulated downstream of Fru^M^ isoforms, including many annotated with neuronal functions. By determining the binding sites of individual Fru^M^ isoforms using SELEX we demonstrate that the distinct zinc finger domain of each Fru^M^ isoforms confers different DNA binding specificities. A genome-wide search for these binding site sequences finds that the gene sets identified as induced by over-expression of Fru^M^ isoforms in males are enriched for genes that contain the binding sites. An analysis of the chromosomal distribution of genes downstream of Fru^M^ shows that those that are induced and repressed in males are highly enriched and depleted on the X chromosome, respectively.

**Conclusions:**

This study elucidates the different regulatory and DNA binding activities of three Fru^M^ isoforms on a genome-wide scale and identifies genes regulated by these isoforms. These results add to our understanding of sex chromosome biology and further support the hypothesis that in some cell-types genes with male-biased expression are enriched on the X chromosome.

## Background

In *Drosophila melanogaster* differences in adult reproductive behaviors are specified by the somatic sex determination hierarchy (hereafter called sex hierarchy), a multi-branched hierarchy with functions in directing both sexual development and dosage compensation (Figure 1) reviewed in [1,2]. The branch of the sex hierarchy critical for specifying adult behaviors consists of a pre-mRNA splicing cascade that regulates the sex-specific splicing of transcripts from *doublesex* (*dsx*) and *fruitless (fru)* (Figure 1) reviewed in [3,4]. *fru* was initially shown to be important for male courtship behavior based on the phenotypes of mutant males that displayed high levels of male-male courtship behaviors [5]. This was distinct from the phenotypic observations with respect to other mutants that impacted courtship behaviors, in that the phenotype of the *fru* mutant was specific to courtship behaviors. Later, molecular-genetic analyses of *fru* demonstrated the position of *fru* in the sex hierarchy, and showed that it was required for all aspects of male courtship behaviors, providing strong evidence that *fru* is a key regulator of male courtship behavior [6-10].

**Figure 1:**
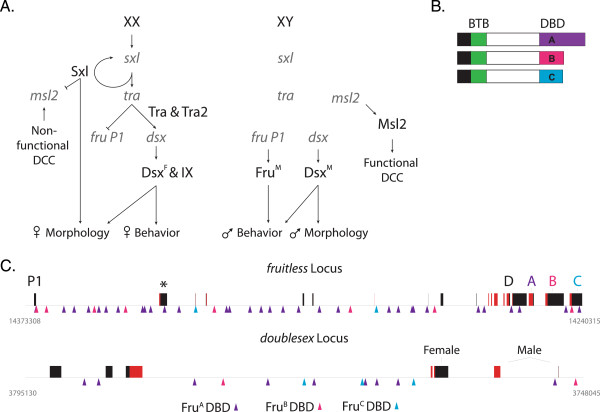
***Fruitless, *a gene in the sex-determination hierarchy, encodes multiple male-specific isoforms with distinct zinc finger domains. (A)** The Drosophila somatic sex determination hierarchy has two branches--one regulates dosage compensation and the other somatic sexual development. In females (chromosomally XX) Sxl is produced and so dosage compensation is not active. In males there is no Sxl and dosage compensation is active, resulting in increased expression of the single male X chromosome. For somatic sexual development, Sxl regulates the splicing of its own pre-mRNA and the *transformer* (*tra*). The product of *tra* (Tra) along with Transformer-2 (Tra2), coordinate to regulate splicing of transcripts produced from *doublesex* (*dsx*) and the P1 promoter of *fruitless* (*fru P1*). This branch of the hierarchy culminates in the production of sex-specific transcription factors (Dsx^F^, Dsx^M^, and Fru^M^) that specify sex-specific morphology and behaviors. Grey indicates transcripts; black indicates proteins. **(B)** Schematic of Fru^M^ proteins. Male-specific 101 amino acid region (Black), a bric-a-brac, tramtrack, broad-complex domain (BTB), and distinct zinc finger domains (A, B, or C) are indicated. **(C)***fruitless* and *doublesex* locus. Coding exons (red bars), non-coding exons (black bars), sex-specifically spliced exon of *fru* (asterisks), first *fru* promoter (P1), exons encoding the zinc-finger DNA binding domains (A-D), and male- and female-specific exons for *dsx* are indicated. The DNA binding motifs (triangles) for A (purple), B (pink) or C (cyan) DNA binding domains of Fru^M^ are indicated.

*fru* is a complex locus that encodes both sex-specific and non-sex-specific proteins through the production of transcripts from at least four different promoters (*P1-4*) [6,7]. Transcripts expressed from the *fru P1* promoter are critical for male courtship behaviors, and are the only *fru* pre-mRNAs that are spliced by the sex hierarchy (Figure 1). *fru P1* transcripts produce multiple male-specific isoforms (Fru^M^) in ~ 2-5% of all central nervous system (CNS) neurons and these neurons have been shown to be important for courtship behaviors [11-14]. *fru P1* expressing neurons are present in both males and females [6,11,13,14], but the Fru^M^ protein isoforms are produced only in males where they contribute to building the potential for male courtship into the nervous system during development [15-18]. Conversely, *fru P1* transcripts in females are not translated [19,20]. All Fru isoforms are members of a family of conserved proteins that contain a BTB (BTB for *bric-a-brac, tramtrack, broad-complex*) domain and a zinc finger domain (Figure 1). Fru^M^ isoforms contain an amino-terminal 101 amino acid region of unknown function that is not present in Fru isoforms common to both sexes. *fru P1* transcripts are alternatively spliced at their 3′ ends into one of five exons that encode different zinc finger domains, which are predicted DNA binding domains (DBD; named A-E) [6,19,21,22]. Thus, *fru* is predicted to encode transcription factors. However, there is no direct evidence of Fru^M^ transcriptional activities, other than association with known chromatin modifying proteins [20].

Three of the five predicted Fru^M^ isoforms have been shown to be the predominate isoforms in adult head and central nervous system tissues (Fru^MA^, Fru^MB^ and Fru^MC^) [22]. These isoforms display differences in their expression patterns and in their ability to rescue male courtship defects [22]. As a first step to mechanistically understanding how Fru^M^ isoforms specify the potential for male courtship behaviors, the DNA binding specificities of each Fru^M^ isoform needs to be determined and the sets of genes that are regulated downstream of each Fru^M^ isoform identified. The identification of genes regulated by each Fru^M^ isoform will also contribute to our understanding of how *fru* functions to establish the potential for sex-specific behaviors.

Here, we identify genes that are induced or repressed by Fru^M^ by examining gene expression in adult head tissues where we over-express individual Fru^M^ isoforms (Fru^MA^, Fru^MB^ and Fru^MC^) in *fru P1*-expressing neurons of either males or females. We show that each isoform has different regulatory activities and that the sex of the fly impacts which genes change expression as a consequence of Fru^M^ over-expression. Similar over-expression conditions were previously used to demonstrate that Fru^M^ is sufficient, when expressed in female *fru P1*-expressing neurons, to specify the potential for nearly all aspects of male courtship behavior [4,12,14]. We used an *in vitro* binding site selection technique (SELEX) to identify the sequence motifs bound by each of three Fru^M^ isoforms and show that each isoform has different binding specificity [reviewed in [23,24]. For each gene, the coding sequence and the regulatory region (defined as 2 kb upstream and 2 kb downstream of the coding sequence) was examined for the presence of these binding sites. Genes containing these binding sites are enriched in the gene sets induced by over-expression of the respective Fru^M^ isoform in males, and in the genes identified as induced by Fru^M^ in loss-of-function mutant analyses. Additionally, genes induced by Fru^M^, are enriched on the X chromosome, whereas those that are repressed by Fru^M^ are under represented on the X chromosome.

## Results

The goal of our study was to identify genes whose expression was modulated (either up or down) by *fru P1* in the nervous system. To this end, we carried out a set of parallel experiments in which the GAL4/UAS system was used to overexpress each of the three best-characterized Fru^M^ isoforms (Fru^MA^, Fru^MB^ and Fru^MC^; Figure 1) [6,7,22], in just the *fru P1*-expressing neurons [14]. RNA-sequencing (RNA-seq) analysis was performed on mRNA extracted from the heads of such flies to identify differential expression on a genome-wide level, with exon-level resolution. 

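Head RNA from flies over-expressing one Fru M isoform in *fru P1* cells was compared with head RNA from the wild type strains CS and Berlin, separately in each sex. Adult flies were used and polyA-selected RNA was sequenced. Each group has 3 libraries, except CS males with 4. For each of 60291 exonic regions (exons, with overlapping exons merged), the deposited values give an estimated read number, the base coverage and the RPKM, which the authors had already scaled to region length and to the mapped reads of the library. Mapped reads per library ranged from 3201270 (a Berlin male library) to 10149607 (a CS female library), and the median tested region held 24.8 estimated reads per library. A linear model of ln(RPKM) was fitted to each of 47401 regions detected in every group, and the *p* values of all 16 comparisons with wild type were adjusted together by the Benjamini-Hochberg method. A region is called induced or repressed when the adjusted *p* is under 0.2 and the mean RPKM differs at least 2-fold in the same direction from both CS and Berlin. With 200 simulated regions changed 4-fold in 1 isoform, 67.0% were recovered, and 82.2% of those with a mean of at least 10 reads, with 0 wrong calls for that isoform. All counts given are counts of exonic regions, since only 7.38% of the tested regions could be paired with a gene through the shortened copy of the supplementary tables used here. The over-expression libraries of both sexes and the CS female libraries come from one sequencing run, and the CS male and all Berlin libraries from another. Run and over-expression can therefore not be told apart in males, where neither run holds both kinds of fly. In females the comparison with CS lies within one run, though in different lanes, and the comparison with Berlin does not.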

We compared expression in heads in either male or female flies over-expressing one of the Fru^M^ isoforms, as compared to wild type adult male or female heads, respectively. This allows us to determine if there are differences in individual Fru^M^ isoform activities and if there are sex-specific factors that function in conjunction with Fru^M^. In addition, we examined gene expression differences in males mutant for *fru P1* (two different allele combinations; see Materials and Methods) compared to wild type males.

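For the mutants, head RNA from P14/fru4-40 males (n = 3) and fruw12/ChaM5 males (n = 4) was set against the CS (n = 4) and Berlin (n = 3) male libraries, all from the same sequencing run. The deposited values have the same form as for the over-expression flies, and the mutant groups were fitted in the same linear model. A region is called induced by Fru M when it is lower in both mutants than in both strains, and repressed when it is higher, with an adjusted *p* under 0.2 in all 4 comparisons and no minimum fold. Mapped reads in fruw12/ChaM5 ranged from 4597904 to 17158146. P14/fru4-40 has a further library, replicate 4, with 12438753 mapped reads. The group means printed in the supplementary tables leave it out, and the paper gives no reason. The values for the paper's samples are given first, followed by those with P14/fru4-40 replicate 4 added. Adding it also changes the over-expression counts, since all comparisons share one estimate of error and one adjustment.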

One of the strengths of RNA-seq analysis is the ability to detect differences in isoform expression levels. This is because exons are used for estimating expression, and thus the presence and difference in amount of transcript from alternative exon cassettes can be used directly to make inferences about isoforms. We focused on exon level expression and used existing models of transcript isoforms to identify alternative exon structures. Next, we tested for differential expression in our comparisons for each exon separately [see Materials and Methods and [25], and then used existing gene models to make inferences about differential expression of isoforms.

### Fru^M^ isoforms have different activities

To determine if Fru^MA^, Fru^MB^ and Fru^MC^ had different effects on gene expression in *fru P1*-expressing neurons we determined the gene sets that have exons that are both (1) statistically significantly induced or repressed and (2) have a ≥2 fold change in expression level when the data from animals overexpressing each Fru^M^ isoform are compared separately to the data from both CS and Berlin males (Additional file 1: Table S1). 

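The isoforms were compared with each other directly, in 6 further contrasts of the same model that were adjusted together. In males, 76 regions differed at least 2-fold between Fru MA and Fru MB, 86 between Fru MA and Fru MC and 65 between Fru MB and Fru MC. The corresponding numbers in females were 75, 69 and 52. Each of these contrasts lies within one sequencing run, but in females the Fru MC libraries were in other lanes than those of Fru MA and Fru MB, so that contrasts with Fru MC cannot be told apart from the lane there. With the replicate number as a block the numbers were 69, 79 and 58 in males and 68, 57 and 47 in females. Libraries that share a replicate number were hardly more alike than others, with a mean correlation of deviations from the group mean of 0.0179 over 199 pairs against -0.00762 over 462 pairs with different numbers. The male comparison of Fru MA and Fru MB gave 192 regions with edgeR on rounded read numbers and 30 at a false discovery rate of 0.05. Most regions called induced in males for one isoform alone moved the same way under the others. All isoforms are set against the same wild type libraries, and low values there raise every isoform, so this does not show a shared effect. Of all tested regions, 55.0% to 57.5% were higher than CS with an isoform and 67.1% to 68.9% higher than Berlin. Of 479 regions called induced in males for Fru MA only, 86.6% were higher than both wild type strains in both other isoforms, and 14 differed between Fru MA and at least 1 other isoform. For Fru MB only (262 regions) and Fru MC only (689 regions) these values were 95.0% and 2 regions, and 94.6% and 7 regions. Regions called repressed in males for one isoform alone were less alike: 58.7% of 143, 71.4% of 199 and 66.4% of 214 were lower than both strains in both other isoforms, and 14, 21 and 20 differed from at least 1 other isoform.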

We found that over-expression of each Fru^M^ isoform leads to different subsets of genes with exons whose transcription is either induced or repressed. 

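The *fru* exons were placed by the order of the DNA binding domain exons drawn in Figure 1C and by the coordinates of the supplementary tables, on the minus strand of 3R. The exon read as A spans 14251658 to 14252888, B 14248360 to 14248904 and C 14242315 to 14243022, and the P1 promoter exon 14370835 to 14371308. In males, the A exon had a mean RPKM of 148 ± 8.17 (SD, n = 3) with Fru MA, against 18.4 ± 2.60 (n = 4) in CS and 14.2 ± 2.36 (n = 3) in Berlin. Its log2 difference was 3.02 ± 0.19 (SE) from CS (adjusted *p* = 1.3e-11) and 3.39 ± 0.20 from Berlin (adjusted *p* = 5.1e-12). The B exon had 8.31 ± 1.81 with Fru MB, against 1.71 ± 1.83 in CS and 1.72 ± 1.24 in Berlin (log2 differences 3.16 and 2.54, adjusted *p* = 0.00567 and 0.0378). It was as high in Fru MC males, with 8.85 ± 4.28, and was called induced for each of the 3 isoforms in males. The C exon had 11.2 ± 2.87 with Fru MC, against 4.12 ± 0.64 in CS and 1.25 ± 0.54 in Berlin (log2 differences 1.43 and 3.22, adjusted *p* = 0.00115 and 5.0e-08). In females the A exon reached 353 ± 39.3 (n = 3) with Fru MA, the B exon 14.8 ± 5.58 with Fru MB and the C exon 18.4 ± 0.33 with Fru MC. The P1 promoter exon rose most with Fru MA, to 68.5 ± 3.19 in males, and to 22.2 ± 1.01 with Fru MB and 17.3 ± 0.42 with Fru MC, against 5.98 ± 1.38 in CS and 12.0 ± 4.30 in Berlin. At the depth of these libraries the B exon rests on few reads, with a mean of 15.9 over all libraries, against 475 for the A exon and 19.6 for the C exon.

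**Figure D1:**
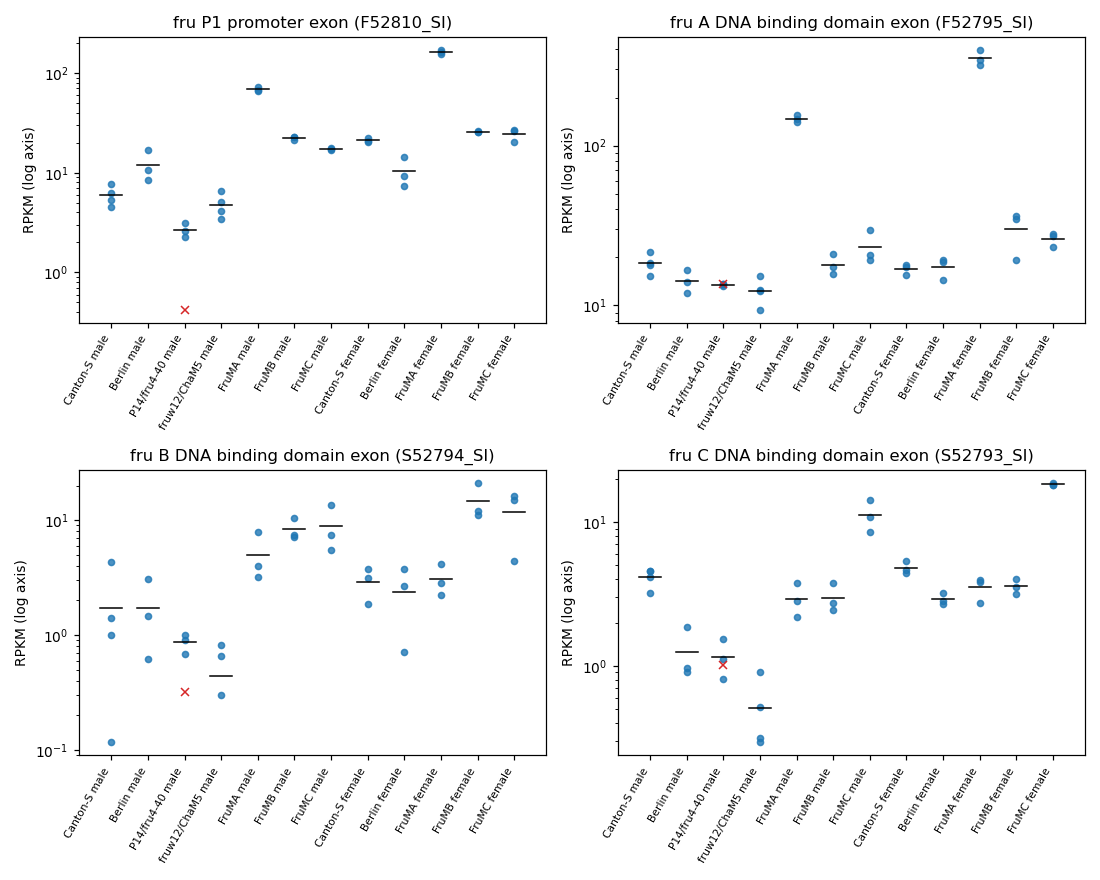
RPKM of the P1 promoter exon and of the A, B and C DNA binding domain exons of *fru* in each library, on a log scale. Points are libraries (n = 3 or 4 per group), horizontal lines are group means, and red crosses mark P14/fru4-40 replicate 4, which is not in the means. With Fru MA the mean of the A exon is 148 in males and 353 in females.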

As expected, when we over-express each Fru^M^ isoform we found that the exon encoding the respective Fru DBD is significantly up regulated.

Over-expression of Fru^MA^, Fru^MB^ and Fru^MC^ leads to 752, 739 and 927 genes with higher expression than wild type males, respectively. 

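In regions rather than genes, 1877 were induced by Fru MA in males (3.96% of those tested), 1637 by Fru MB and 2144 by Fru MC. Through the supplementary tables 1488, 936 and 998 of them could be paired with 601, 406 and 443 genes. With the replicate number as a block, where libraries sharing a number had a mean correlation of 0.0179, the counts were 1885, 1645 and 2146. With P14/fru4-40 replicate 4 added to the model they were 1769, 1529 and 2030. Omitting the 2-fold minimum moved the count for Fru MA most, to 6655. The library scaling shifts all male comparisons. The median log2 difference over all tested regions was 0.28, 0.27 and 0.32 from Berlin for Fru MA, Fru MB and Fru MC, and 0.10, 0.09 and 0.14 from CS. Dividing each library by its upper quartile in place of its mapped reads changed these medians by -0.22, -0.19 and -0.25 for Berlin and by -0.20, -0.17 and -0.24 for CS. Relative to that shift, 1021, 944 and 1039 regions were called induced.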

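Among the regions induced in males, 930 were called for all of Fru MA, Fru MB and Fru MC, which is 30.2% of those called for any of them. In 792 of the 930, every over-expression library lay above every CS and Berlin library. Those 930 regions held a median of 29.8 reads per library. The largest changes by the rule set in advance were in a *fru* region (14256949 to 14257756 on 3R) and in *Cyp4p2*. The *fru* region had log2 differences from 3.03 to 5.05 over the 6 comparisons, with adjusted *p* values from 2.8e-04 to 0.0224. *Cyp4p2* had a mean RPKM of 107 ± 4.56 with Fru MA, 108 ± 7.58 with Fru MB and 128 ± 14.8 with Fru MC (n = 3 each), against 10.3 ± 6.28 (n = 4) in CS and 9.57 ± 3.95 (n = 3) in Berlin. In 11 of the 38 libraries part or all of the coverage deposited for *Cyp4p2* was counted as shared whole-number coverage. This is a whole-number mean coverage of the region itself, or a level taken from whole-number regions on both sides of it.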

There were 460 genes with higher expression in all three conditions (Figure 2A and Additional file 1: Table S1; Additional file 2: Figure S1; Fru^M^-induced genes). We found that substantially more genes are up-regulated, than down regulated, relative to wild type expression. 

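Induced regions outnumbered repressed ones in males 7.08-fold for Fru MA, 4.80-fold for Fru MB, 6.06-fold for Fru MC and 4.25-fold for any isoform. Against a single strain both directions grew, with 6082 regions at least 2-fold higher and 1672 lower with Fru MA than in CS, and 4800 and 825 than in Berlin. The ratio for any isoform fell to 1.27 when libraries were scaled to their upper quartile, and was 2.05 with edgeR and 1.74 with DESeq2. More regions were induced than repressed under each of these scalings.

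**Figure D2:**
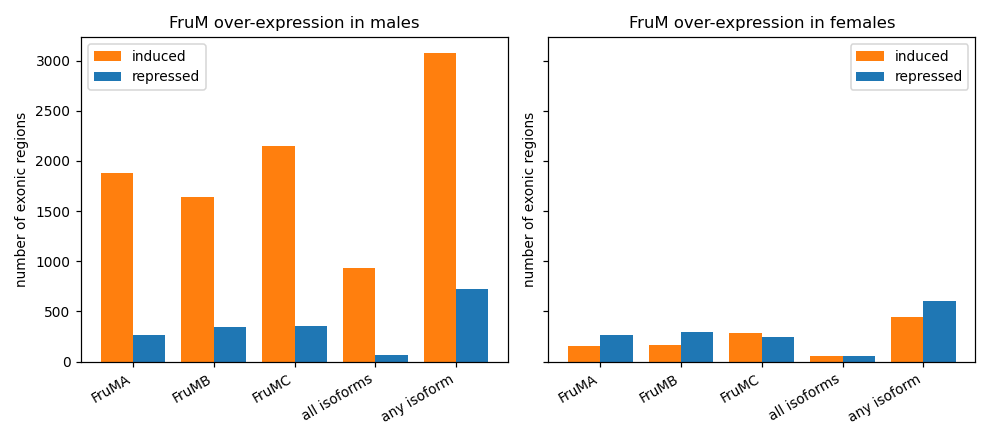
Number of exonic regions called induced and repressed in males and in females, for each isoform, for all isoforms together and for any isoform. The ratio of induced to repressed regions for all isoforms together is 14.1 in males and 0.879 in females.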

Over-expression of Fru^MA^, Fru^MB^ and Fru^MC^ lead to 204, 259 and 295 genes with lower expression than in wild type males, respectively. 

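Repressed regions in males numbered 265 for Fru MA (0.559% of those tested), 341 for Fru MB and 354 for Fru MC, of which 90, 105 and 95 could be paired with a gene. They are read less deeply than the induced ones, with a median of 7.97, 10.6 and 9.90 reads per library. The count for Fru MA moved most, to 1901, without the 2-fold minimum. With the replicate block the counts were 253, 335 and 344, and with P14/fru4-40 replicate 4 added 239, 306 and 316.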

There are 55 genes with lower expression in all three conditions (Figure 2B and Additional file 1: Table S1; Fru^M^-repressed genes).

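All 3 isoforms repressed the same 66 regions in males, 9.10% of those repressed by any isoform. In 51 of them, every over-expression library lay below every wild type library. The largest changes by the rule set in advance include *Cyp6a20*, which fell from 111 ± 4.36 RPKM (SD, n = 4) in CS and 105 ± 9.29 (n = 3) in Berlin to 8.38 ± 1.68 with Fru MA, 9.63 ± 0.36 with Fru MB and 8.26 ± 3.21 with Fru MC (n = 3 each). Its log2 difference with Fru MC was -3.82 ± 0.15 (SE) from CS, with an adjusted *p* of 4.7e-15. The other is a region on 2L that was not paired with a gene here, which fell by 5.42 on the log2 scale with Fru MB relative to CS (adjusted *p* = 0.00168). Of the repressed regions, 143, 199 and 214 were called for Fru MA, Fru MB or Fru MC alone.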

**Figure 2:**
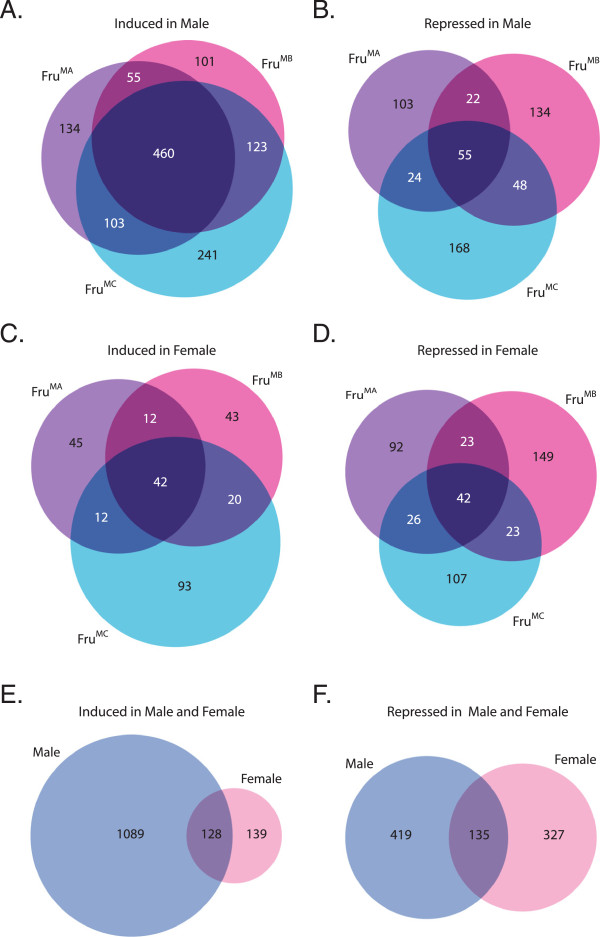
**Fru**^**M **^**isoforms have both distinct and overlapping sets of regulated genes. (A**-**F)** Venn diagrams displaying number of distinct and mutual genes between different sets of differentially expressed genes. **(A**-**D)** Numbers of genes induced or repressed in males or females by over-expression of Fru^MA^, Fru^MB^ or Fru^MC^ in *fru P1*-expressing neurons of the head. **(E**-**F)** Numbers of all genes induced or repressed by over-expression of any of the Fru^M^ isoforms.

### Fru^M^ isoforms have different activities in males as compared to females

Using the same criteria as above, we examined the numbers of genes differentially expressed when Fru^M^ isoforms are over-expressed in female *fru P1*-expressing neurons as compared to wild type females of CS and Berlin strains. The rationale for these comparisons was to determine if there are additional sex-specific differences in *fru P1*-expressing neurons that might influence Fru^M^ activities. Over-expression of Fru^MA^, Fru^MB^ and Fru^MC^ in females leads to 111, 117 and 167 genes with higher expression than wild type females, respectively. 

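In females, 155 exonic regions were induced by Fru MA, 167 by Fru MB and 283 by Fru MC. The supplementary tables pair 149, 156 and 271 of them with 106, 117 and 163 genes. With the replicate block, where libraries of different number had a mean correlation of -0.00762, the counts were 165, 166 and 298, and with P14/fru4-40 replicate 4 added to the model 138, 141 and 263. The choice of wild type strain moved them most. Relative to Berlin alone 3178 regions were at least 2-fold higher with Fru MA, and relative to CS alone, which shares a run with the over-expression females, 542. Of the regions induced by Fru MC in females, 106 lie in a segment of 200 tested regions on 3R between 9165892 and 9587371. Of these 200, 58, 85 and 51 were counted as holding shared whole-number coverage in the 3 Fru MC female libraries, either themselves or by lying between whole-number regions. Other libraries hold it there too, for example in 70, 68 and 84 regions in Fru MA males, whereas CS and Berlin libraries had 0 to 3. With that shared coverage subtracted, a step chosen after the data were seen, 222 regions were induced by Fru MC in females, 211 of them also called before. In the segment, 52 regions were then called for Fru MC in females and 27 for Fru MA in males, against 106 and 54 before.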

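The regions induced in females by each of Fru MA, Fru MB and Fru MC numbered 51, or 11.6% of those induced by any isoform, and could be paired with 35 genes. All over-expression libraries exceeded all wild type libraries in 41 of them. All 17 paired *fru* regions, which the paper lists as changed, were induced by at least 1 isoform. The A exon rose 20.9-fold in mean RPKM over CS and 20.2-fold over Berlin with Fru MA, the B exon 5.07-fold and 6.19-fold with Fru MB, and the C exon 3.80-fold and 6.29-fold with Fru MC. None of the DNA binding domain exons was called induced by all isoforms in females, where the B exon was called for Fru MB and Fru MC and the A and C exons for 1 isoform each. *Cyp6a2* was among the regions with the largest change, at 119 ± 14.3 RPKM (SD, n = 3) with Fru MA, 106 ± 11.9 with Fru MB and 121 ± 1.29 with Fru MC, against 13.3 ± 4.05 in CS and 5.19 ± 5.18 in Berlin. In P14/fru4-40 males, without over-expression, the *Cyp6a2* region had 33.4 to 41.3 RPKM in the 3 libraries used, against 8.18 to 13.5 in CS males. A raised level therefore does not need over-expression, and genetic background was not tested. *Dhc98D* rose from 0.210 ± 0.010 in CS to 2.71 ± 1.67 with Fru MA, a log2 difference of 3.52 ± 0.61 (SE, adjusted *p* = 1.9e-04).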

There are 42 genes having higher expression in all three conditions, which included the exon encoding the respective Fru DBD (Figure 2C; Additional file 2: Figure S1 and Additional file 3: Table S2). 

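Regions repressed in females numbered 263 for Fru MA, 295 for Fru MB and 243 for Fru MC, and the supplementary tables pair them with 181, 231 and 197 genes. Their median depth was 8.51, 8.39 and 7.35 reads per library. Without the 2-fold minimum, which moved the count for Fru MA most, 1263 regions were lower than both strains. Blocking by replicate gave 250, 288 and 238 repressed regions, and with P14/fru4-40 replicate 4 added 232, 255 and 225.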

Over-expression of Fru^MA^, Fru^MB^ or Fru^MC^ lead to 183, 237 and 198 genes with lower expression than wild type females, respectively. There are 42 genes with lower expression in all three conditions (Figure 2D).

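In regions, 58 were repressed by all 3 isoforms in females and could be paired with 34 genes. In 52 of them each over-expression library was below each wild type library. *CG16898* fell from 21.1 ± 0.93 RPKM (SD, n = 3) in CS and 3.10 ± 0.67 in Berlin to 0.0909 ± 0.0801 with Fru MA, 0.233 ± 0.209 with Fru MB and 0.473 ± 0.234 with Fru MC. *Cpr49Af* fell from 5.82 ± 1.45 in CS and 14.2 ± 18.8 in Berlin to 0.0164 ± 0.0283 with Fru MB. Its mean of 5.90 reads over all libraries leaves the size of that change poorly determined.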

These results further demonstrate that each Fru^M^ isoform has different activities with respect to regulating gene expression. 

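In females, 68 regions were induced by Fru MA alone, 73 by Fru MB alone and 185 by Fru MC alone, and 139, 179 and 137 were repressed by one isoform alone. Of the regions induced by a single isoform, 10, 3 and 3 differed significantly and at least 2-fold from at least 1 other isoform. Of those repressed by a single isoform, 16, 18 and 18 did. Both other isoforms moved the same way relative to wild type in 60.3%, 65.8% and 91.9% of the regions induced by one isoform. The shared wild type libraries favour the same direction here as well. From differences between the gene sets of the isoforms, the paper concludes that the isoforms have different activities.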

In female *fru P1*-expressing neurons, more genes are repressed rather than induced when each isoform is expressed. This is in contrast to our observations in males. 

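The ratio of induced to repressed regions in females was 0.589 for Fru MA, 0.566 for Fru MB, 1.16 for Fru MC and 0.735 for any isoform. For Fru MC the order of the counts changed with the processing. Its ratio was 0.761 with upper-quartile scaling, 0.977 without the 2-fold minimum, 0.904 relative to CS alone and 4.58 relative to Berlin alone. For any isoform it was 0.502 with upper-quartile scaling, 1.23 in regions with a mean of at least 10 reads and 3.38 relative to Berlin alone. With the coverage shared by neighbouring regions subtracted, a step chosen after the data were seen, the ratio for Fru MC was 0.874.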

Taken together these findings suggest that the activity of each Fru^M^ isoform is influenced by the sex in which it is produced. This suggests that there may be other factors that are present in a sex-specific manner in *fru P1*-expressing neurons to influence Fru^M^ isoform activities.

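The difference between the sexes in the response to each isoform was tested as an interaction, relative to CS and to Berlin, with these 6 contrasts adjusted together. A region was counted when the response differed at least 2-fold between males and females relative to both strains. There were 200 such regions for Fru MA, 316 for Fru MB and 363 for Fru MC, and the response was greater in males in 139, 198 and 233 of them. With the replicate block the numbers were 196 for Fru MA and 322 for Fru MB, and the regions with a sex-dependent response to FruMC numbered 331, where libraries that share a number had a mean correlation of 0.0179. The stricter adjusted *p* limit of 0.05 moved the number for Fru MA most, to 37. Regions called induced in males and not in females numbered 1817, 1591 and 2085, and the response differed between the sexes in 70, 83 and 124 of those. Male and female over-expression flies share a run and so do male and female Berlin flies, whereas CS males and CS females come from different runs. At least 2-fold stronger responses in males than in females numbered 4425 relative to CS and 1006 relative to Berlin for Fru MA.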

Next, we determined if there are differences in the sets of genes that are induced or repressed by the over-expression of Fru^M^ isoforms in males and females. We determined the union of the genes that are induced by any of the three Fru^M^ isoforms in either males or females (Figure 2E and F). 

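Taking Fru MA, Fru MB and Fru MC together, 3079 exonic regions were induced by at least 1 isoform in males, 6.50% of those tested, and 440 in females, 0.928% of those tested. The supplementary tables pair 1550 and 420 of these with 642 and 261 genes.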

There are 1217 genes and 267 genes induced by any of the three Fru^M^ isoforms in males and females, respectively. The intersection of the induced genes in males and females is 128 genes (Figure 2E). 

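In exonic regions, 174 were induced in both sexes, against 28.6 expected from the 2 counts alone (odds ratio 9.92, two-sided Fisher's exact *p* = 7.9e-90). They could be paired with 99 genes. Another 9 regions were induced in males and repressed in females, against 38.9 expected. The wild type strain moved the overlap most, with 2501 regions induced by any isoform in both sexes relative to Berlin alone and 445 relative to CS alone. The test treats regions as independent, although regions of one gene are not.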

We also determined the union of the genes that are repressed by any of the three Fru^M^ isoforms in either males or females. There are 554 genes and 462 genes repressed by one of the three Fru^M^ isoforms in males and females, respectively. 

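Here 725 exonic regions were repressed by at least 1 isoform in males and 599 in females, 1.53% and 1.26% of those tested, with a median of 8.58 and 7.23 reads per library.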

The intersection of the repressed genes in males and females is 135 genes (Figure 2F). 

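Both sexes shared 153 repressed regions, against 9.16 expected (odds ratio 27.7, two-sided Fisher's exact *p* = 7.3e-142), or 21.1% of those repressed in males. A single region, 1, was repressed in males and induced in females, against 6.73 expected. The shared repressed regions could be paired with 104 genes.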

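Among genes with a region paired in the supplementary tables, *Gr93a* and *5-HT1A* had their 1 region induced in each sex. *Sema-5c* had 1 of its 2 paired regions induced in males and 1 in females, and *dsx* had 0 of its 2 paired regions induced in males and 1 in females. Other regions of these genes may be in the parts of the lists that were not seen here. The *5-HT1A* region rose in males in all 6 comparisons, from 4.31 ± 1.52 RPKM (SD, n = 4) in CS and 3.79 ± 1.31 (n = 3) in Berlin to 9.37 ± 1.56 with Fru MA, and to 10.1 ± 2.27 with Fru MB in females. *Gr93a* was close to the detection limit in wild type, at 0.336 ± 0.336 RPKM in CS males and 0.154 ± 0.134 in Berlin males, against 5.29 ± 1.97 with Fru MA (log2 difference from CS 5.16 ± 1.69 SE, adjusted *p* = 0.0397). In Fru MB flies it was 0.127 ± 0.220 in males and 0.192 ± 0.172 in females. The *dsx* region with the highest RPKM had 9.05 ± 0.61 with Fru MC in males, against 4.13 ± 0.94 in CS and 8.65 ± 0.11 in Berlin, with log2 differences of 1.16 (adjusted *p* = 2.6e-05) and 0.06 (adjusted *p* = 0.879). Its difference from Berlin changed sign with edgeR. The *Sema-5c* region of highest RPKM reached 22.3 ± 3.56 with Fru MC in females, against 9.77 ± 1.28 in CS and 6.81 ± 2.84 in Berlin, and was not called in males (11.9 ± 3.44 with Fru MC, adjusted *p* = 0.384 and 0.220). With edgeR, DESeq2 and upper-quartile scaling, 0 regions of *5-HT1A* and 0 of *Sema-5c* were called in males, and 1 of each in females. *5-HT1A* had 0 calls in either sex with a pseudocount of 1, with a mean of at least 10 reads and at a false discovery rate of 0.05, and 0 in females with shared coverage subtracted. *Sema-5c* had 0 in either sex at that rate, and 0 in males with a mean of at least 10 reads and with only the compared groups. The *dsx* call in females was lost with a pseudocount of 1, DESeq2 and only the compared groups. *Gr93a* had 0 in males at that rate, with only the compared groups, with shared coverage subtracted and with detection in 2 libraries of each group, and 0 in females at that rate and with detection in 2 libraries.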

The genes induced in both males and females include *dsx*, *Gustatory receptor 93a*, *serotonin receptor 1A*, *semaphorin-5c* (Additional file 1: Table S1 and Additional file 3: Table S2). 

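The *gb* region fell in all 6 comparisons in each sex and was called repressed for 1 isoform in each. In males it fell from 13.5 ± 1.16 RPKM (SD, n = 4) in CS and 18.0 ± 5.29 (n = 3) in Berlin to 6.49 ± 0.41 with Fru MC (log2 differences -1.06 and -1.43, adjusted *p* = 4.2e-04 and 2.4e-05). In females it fell from 9.90 ± 1.12 and 14.5 ± 3.25 to 4.43 ± 1.01 with Fru MA. Of 4 *mthl8* regions, 1 was repressed in males and 4 in females. The one with the highest RPKM fell in females from 17.7 ± 4.29 in CS and 7.08 ± 2.92 in Berlin to 1.73 ± 1.04 with Fru MB. In males its decrease to 4.03 ± 0.73 with Fru MB passed the test relative to CS (19.3 ± 6.80, adjusted *p* = 0.00168) but not relative to Berlin (7.83 ± 5.00, adjusted *p* = 0.376).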

The genes repressed in males and females include *genderblind*, *methuselah-like 8* (Additional file 1: Table S1 and Additional file 3: Table S2). These genes are those for which over-expression of Fru^M^ isoforms in *fru P1*-expressing cells can influence gene expression independent of the sex of the fly.

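Regions induced by any of Fru MA, Fru MB and Fru MC were 7.00 times as many in males as in females, and those repressed 1.21 times as many. Relative to Berlin alone, whose male and female libraries share a run, the first ratio was 1.49 and the second 1.24. Relative to CS alone, whose male and female libraries come from different runs, the ratios were 7.39 and 2.00. By isoform, relative to both strains, males had 12.1 times as many induced regions as females with Fru MA, 9.80 times with Fru MB and 7.58 times with Fru MC. The male to female ratios of repressed regions were 1.01, 1.16 and 1.46.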

Overall, many more genes are induced by overexpression of each Fru^M^ isoform in males as compared to females (Additional file 2: Figure S1), whereas there is not as large a difference in numbers of genes that are repressed by each isoform in males and females, suggesting that there is a sex-specific factor(s) that functions with Fru^M^ in males to facilitate gene induction.

### Fru isoforms have different DNA binding specificity

Our results demonstrate that Fru^M^ isoforms have different activities with respect to the gene sets that are induced or repressed in response to their expression. One possibility is that this is through differential DNA binding properties of the three isoforms. To address this question, we determined the binding site sequence for Fru^A^, Fru^B^ and Fru^C^ DBDs using an in vitro selection technique called SELEX (see Materials and Methods). From this analysis, we found that each of the DBDs examined bind different sequence motifs. The consensus motifs identified for the DBDs in the Fru^A^, Fru^B^ and Fru^C^ proteins are **AGTAAC**, **GCCCTTT**, and **TGTTACATCA**, respectively (Figure 3A).

**Figure 3:**
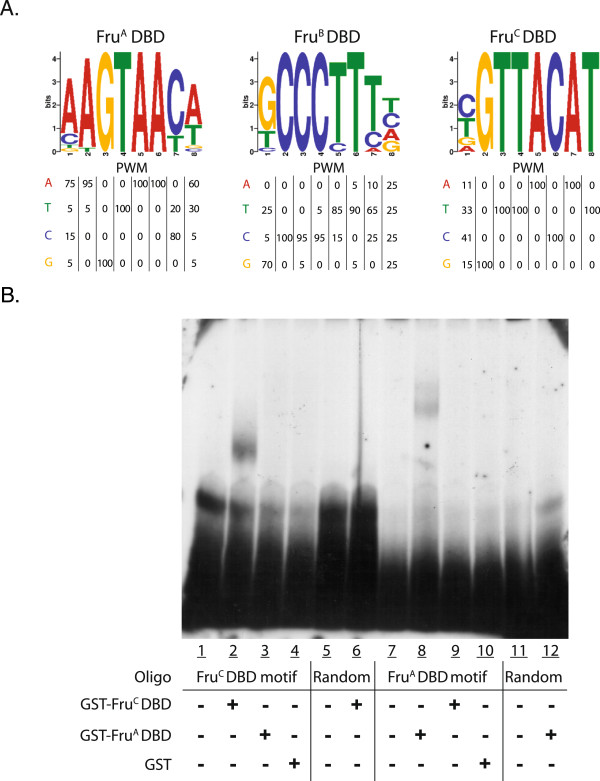
**Identification of DNA binding motifs for the A, B and C zinc finger domains of Fru**^**M**^**. (A)** Consensus DNA binding sequences of the zinc finger DNA binding domains (DBD) of Fru^MA^, Fru^MB^ or Fru^MC^ identified after ten rounds of SELEX. **(B)** Oligonucleotides containing the consensus sequences identified by SELEX, or sequences of the same nucleotide content but randomized in order, for DBD^A^ or DBD^C^ were incubated with GST-Fru^A^ DBD or GST-Fru^C^ DBD, or GST alone and assayed by gel mobility shift assay. GST-Fru^A^ DBD and GST-Fru^C^ DBD bound to oligonucleotides containing their respective consensus sequence (Lane 2 and 8) have slower mobility than GST (Lane 4 and 10), GST-Fru^A^ DBD (Lane 3 and 12), or GST-Fru^C^ DBD (Lane 6 and 9) incubated with oligonucleotides containing random sequences or the consensus sequence from other zinc finger domains or free oligonucleotides (no protein added in Lanes 1, 5, 7,11).

Gel shift analysis, using purified GST-Fru DBD fusion proteins and the identified binding sites for Fru^A^ and Fru^C^, demonstrate that they each bind specifically to the sequence identified in the SELEX experiment, but do not bind to an oligonucleotide (oligo) containing a randomized sequence with the same nucleotide content (Figure 3B). Furthermore, Fru^A^ and Fru^C^ did not bind the oligos containing the motifs identified for Fru^C^ and Fru^A^, respectively (Figure 3B).

When gel shifts were performed using the DBD in the Fru^B^ protein, high levels of binding to DNA sequences that are present in each oligo used in these assays, flanking the SELEX identified motif, were observed in the gel shift assay (see Materials and Methods). This could be because the Fru^B^ protein has a poly-glutamine tract, which is not observed in the other binding domains and this facilitates non-specific association with DNA in the gel shift assay. To ensure that the correct sequence motif was identified for Fru^B^, the full SELEX technique was performed two independent times and identified nearly the same consensus sequence.

### Fru DNA binding site motifs are significantly enriched in genes that are induced by Fru^M^ isoforms

Next, we determined the frequency of each Fru binding site motif on a genome-wide level, in annotated gene regions, including introns and regions 2 kb upstream and downstream from each gene’s annotated start and stop site. We found that genes containing at least one sequence motif for Fru^A^ DBD are significantly enriched in the sets of genes that are induced downstream of Fru^MA^, and similar enrichments were observed for Fru^B^ and Fru^C^ in males, respectively (Table 1 and Additional file 4: Table S3). We do not see a similar enrichment when we examine the genes repressed downstream Fru^A^, Fru^B^ and Fru^C^ in males. A very different pattern is observed for genes induced downstream of Fru^A^, Fru^B^ and Fru^C^ in females, with only the gene sets induced downstream Fru^A^ showing enrichment of genes containing at least one Fru^A^ binding site (Table 1). These results suggest that the sets of genes that are induced in males by Fru^M^ over-expression includes genes that may be direct targets of Fru^M^, whereas those that are induced in females, or repressed in either males or females by Fru^M^ over-expression are not as likely to be direct targets.

**Table 1:** **Genes containing DNA binding motifs are significantly enriched in all Fru**^**M **^**-induced sets of genes in males**

			**Total Genes**	**Number of Genes with Motif**	**Expected Number of Genes**	**Chi-Square Value**	**Degrees of Freedom**	**Exact P-value for Chi-Square**	**Fisher raw P-value (2-tail)**
**Fru**^**A **^**DBD Motif**	Male	Induced by over-expression of Fru^MA^	14903	644	473.4123331	174.7423677	1	9.87E-39	2.39E-45
		Repressed by over-expression of Fru^MA^	14903	134	128.4256861	0.66217505	1	0.42340488	0.465483604
		Induced by Fru^M^ (As determined by *fru P1* mutant analysis)	14903	575	444.4536	108.65168	1	5.99946E-25	8.5546E-28
		Repressed by Fru^M^ (As determined by *fru P1* mutant analysis)	14903	276	274.4784272	0.023454623	1	0.880224856	0.919841345
	Female	Induced by over-expression of Fru^MA^	14903	80	69.87868215	3.98687096	1	0.04846709	0.04846709
		Repressed by over-expression of Fru^MA^	14903	116	115.2053949	0.014977928	1	0.9387153	0.938715296
**Fru**^**B **^**DBD Motif**	Male	Induced by over-expression of Fru^MB^	14903	378	183.7706502	287.4837937	1	3.99E-56	6.65E-56
		Repressed by over-expression of Fru^MB^	14903	50	64.40676374	4.36503163	1	0.041977653	0.035594233
		Induced by Fru^M^ (As determined by *fru P1* mutant analysis)	14903	309	175.564383	141.6955672	1	2.20046E-29	3.27561E-29
		Repressed by Fru^M^ (As determined by *fru P1* mutant analysis)	14903	128	108.4221969	4.847043913	1	0.028457111	0.032441531
	Female	Induced by over-expression of Fru^MB^	14903	35	29.09494733	1.607773993	1	0.236941316	0.199286144
		Repressed by over-expression of Fru^MB^	14903	64	58.93591894	0.588511944	1	0.448926212	0.44892621
**Fru**^**C **^**DBD Motif**	Male	Induced by over-expression of Fru^MC^	14903	296	131.8687513	253.964127	1	3.55E-46	4.53E-46
		Repressed by over-expression of Fru^MC^	14903	33	28.16614105	0.261120798	1	0.613295999	0.613295997
		Induced by Fru^M^ (As determined by *fru P1* mutant analysis)	14903	209	100.4307858	143.6364162	1	2.29794E-27	2.78422E-27
		Repressed by Fru^M^ (As determined by *fru P1* mutant analysis)	14903	62	62.0224116	9.72597E-06	1	1	1
	Female	Induced by over-expression of Fru^MC^	14903	30	23.75629068	1.934825144	1	0.180129952	0.180129951
		Repressed by over-expression of Fru^MC^	14903	33	28.08642555	0.980189811	1	0.355875025	0.306776226

Fru^A^, Fru^B^ and Fru^C^ sites are found in overlapping sets of genes and the presence of a motif for one significantly increases the likelihood of finding a binding site for at least one of the other. This result may explain why there were several genes that were induced by each of the three Fru isoforms in both males and females (see above).

*fru* has many binding sites with 32, 8 and 2 binding sites motifs for each Fru^A^, Fru^B^ and Fru^C^ DBD, respectively (Figure 1C). Additionally, *dsx* has a large number of binding sites with 9, 2 and 3 binding sites motifs for Fru^A^, Fru^B^ and Fru^C^ DBD, respectively (Figure 1C), although it should be noted that both *fru* and *dsx* are large genes. Fru^M^ may regulate *dsx* expression directly, consistent with the overlap observed between Dsx and Fru^M^ in the CNS [26,27], it may also regulate its own expression. This regulation of both *dsx* and *fru* transcript levels by Fru^M^ isoforms could ensure sufficient *dsx* and *fru* expression in neurons important for male courtship behaviors.

### Genes with roles in neuronal patterning and physiology are enriched among genes regulated by Fru^M^ isoforms in males and not in females

*fru P1*-expressing neurons are present in very similar positions and numbers in adult males and females. To gain insight into the processes Fru^M^ regulates, we examined gene ontology (GO) enrichment of protein domains [28] and biological processes, molecular functions and cellular processes [29] for Fru^M^ regulated genes (Additional file 5: Table S4). For the 1,217 genes up-regulated by over-expression of any of the Fru^M^ isoforms in males, there is an enrichment of genes that contain protein domains that function in neuronal patterning and physiology. Among the enriched categories for protein domains are immunoglobulin-like fold, pleckstrin homology domain, PDZ domain, Ion transport domain, epidermal growth factor-like domain, and voltage dependent potassium channel. Many proteins with these domains function at the plasma membrane and mediate neuronal projection patterns, form complexes with channels, and make junctions, including synaptic and neuromuscular junctions, which are consistent with functions ascribed to Fru^M^ isoforms (Additional file 5: Table S4).

Among the enriched GO terms for those 1,217 up-regulated genes are those that underlie diverse functions in development of the nervous system and adult physiological functions. The Biological Process GO terms include axon guidance, regulation of response to stimulus, regulation of neuron differentiation and behavior, among many others. The Cellular Component GO terms include synapse, ion channel and neuromuscular junction, among many others (for a complete list see Additional file 5: Table S4).

In contrast, an analysis of the 554 genes down-regulated by over-expression of any of the Fru^M^ isoforms in males revealed an enrichment of genes that contain protein domains that function in lipid and triglyceride metabolism, consistent with previous studies [30-32] (Additional file 5: Table S4).

An analysis of the genes induced by overexpression of Fru^M^ in females identified fewer significantly enriched GO Biological Process categories, as compared to our observations in males. These include response to caffeine, response to purines, and potassium ion transport. The GO category male sex differentiation is included, but only contains *dsx* and *fru*. Nearly all the enriched GO Biological Process categories identified in the genes repressed by Fru^M^ in females include defense response genes (Additional file 5: Table S4).

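Of 3 *EcR* regions paired in the supplementary tables 2 were induced in males, and of 7 *br* (*broad*) regions all 7, with 0 induced in females. The paired regions come from the paper's lists of changed regions, so high shares follow in part from that choice. The *EcR* region with the highest RPKM had 36.0 ± 6.54 with Fru MA in males (SD, n = 3), 30.1 ± 8.04 with Fru MB and 28.4 ± 6.91 with Fru MC, against 10.8 ± 3.29 (n = 4) in CS and 17.6 ± 3.48 (n = 3) in Berlin. Its log2 difference with Fru MA was 1.78 ± 0.24 (SE) from CS (adjusted *p* = 5.9e-06) and 1.04 ± 0.26 from Berlin (adjusted *p* = 0.00539). The *br* region had 8.15 ± 0.89 with Fru MB, against 2.13 ± 0.94 in CS and 3.81 ± 0.51 in Berlin, with adjusted *p* values of 0.00394 and 0.164. The calls in males depend on the method: with edgeR, DESeq2 and upper-quartile scaling 0 of the *EcR* regions were called with each and 3, 3 and 5 of the *br* regions, and with a pseudocount of 1 they were 1 and 2. Relative to Berlin alone, a comparison that crosses the runs, 4 *br* regions and 0 *EcR* regions were called in females. Relative to CS alone, within one run, 0 regions of either gene were.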

Genes that are up regulated in response to over-expression of Fru^M^ isoforms include those that were previously implicated in playing a role in *fru P1* expressing neurons, including the ecdysone receptor gene *EcR* and the ecdysone hierarchy gene *broad*[33]. Several neuronally-expressed genes, not previously known to be regulated by Fru^M^ isoforms, were identified that play critical roles in axon target recognition and attraction, axon guidance, dendrite guidance axon defasiculation, and sensory perception. These genes include *roundabout* (1 and 3), *Dscam* (1,2,3 and 4), *prospero*, *semaphorin* (1a, 2a), *Netrin A and B*, *fasiclin* (I and II), *Notch*, *Cadherin N*, *Gustatory receptor 93a* and *abnormal chemosensory jump 6, Gaba receptor, serotonin receptor,* nicotinic *Acetylcholine Receptor alpha 7E*, *Neuroligin 1*, *foxo*, *Target of rapamycin*, *cacophony*, *muscarinic Acetylcholine Receptor 60C*, *spinster*, and *Dopamine receptor 2,* among many genes.

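Of the 34 genes that the text names for the RNA-seq results, 22 have a region paired in the copy of the supplementary tables used here, and the regions of the other 12 (such as *NetA*, *Fas2*, *N* and *foxo*) were not analysed by gene here. Paired regions are those that the paper lists as changed in an experiment, not all regions of a gene. A high share of calls among them follows in part from that choice. In males, 12 of 13 *Sema-1a* regions were induced, 5 of 6 of *robo*, 5 of 5 of *NetB*, 4 of 4 of *D2R*, 2 of 2 of *pros*, 2 of 3 of *Dscam*, 1 of 2 of *Sema-2a*, 1 of 4 of *CadN* and the single regions of *acj6* and *spin*. No paired region of *Fas1*, *nAcRalpha-7E* or *cac* was called, with 0 of 1, 0 of 1 and 0 of 4. Other regions of these genes may be in the parts of the lists that were not seen here. *D2R* had 26.5 ± 0.91 RPKM with Fru MA (SD, n = 3) against 5.65 ± 1.51 (n = 4) in CS and 2.76 ± 0.56 (n = 3) in Berlin. Its log2 differences were 2.27 ± 0.24 (SE) and 3.28 ± 0.26 (adjusted *p* = 1.1e-07 and 6.6e-10). *Sema-1a* rose from 6.53 ± 2.64 and 22.4 ± 6.23 to 57.0 ± 6.95 with Fru MC. *Fas1* with Fru MA was 671 ± 20.5, against 378 ± 56.7 in CS and 585 ± 22.8 in Berlin, a change under 2-fold (log2 0.84 and 0.20), and its difference from Berlin was -0.01 with edgeR. *cac* lay between the strains, at 85.3 ± 1.40 against 66.2 ± 6.32 in CS and 122 ± 6.48 in Berlin. *nAcRalpha-7E* was 11.9 ± 2.74 against 8.40 ± 4.75 in CS (adjusted *p* = 0.359) and 3.75 ± 1.64 in Berlin (adjusted *p* = 0.00911). With DESeq2, the calls in males fell to 8 for *Sema-1a*, 2 for *robo*, 4 for *NetB*, 2 for *D2R*, 1 for *Dscam* and 0 for *pros*, *Sema-2a*, *CadN* and *acj6*, and *CadN* and *acj6* also had 0 with edgeR and upper-quartile scaling. None of the genes for which calls in males are given here had a region induced in females with the reported settings. Relative to Berlin alone, 13 regions of *Sema-1a* were called in females, 3 of *NetB*, 3 of *CadN* and 1 each of *robo*, *Dscam*, *pros*, *spin* and *D2R*. That comparison crosses the runs, as Berlin females were not sequenced with the over-expression females. Relative to CS alone, whose females share their run, 0 regions of each of these genes were called in females.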

An analysis of the genes induced in response to the expression of Fru^M^ isoforms reveals that a large fraction of these genes had previously been shown to have high expression in nervous system tissues. Thus of the genes with induced expression in response to Fru^M^ isoform expression, 649, 645 and 592 genes were previously shown to be significantly highly expressed in the adult brain, larval brain and adult ventral nerve cord, respectively, when compared to Flyatlas data using the Flymine portal [28,34]. Of the tissues examined in the Flyatlas study, these three tissues had the largest overlap of genes with significantly high expression with the genes induced by Fru^M^ from this study.

### Comparison of differential gene expression in response to Fru^M^ over-expression vs. Fru^M^ loss of function

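In the mutant males, 1677 regions passed the significance limit in all 4 comparisons of a mutant with a wild type strain. In 861 of them (51.3%) the 4 comparisons did not share a direction, with 461 in which the mutants lay between the strains and 58 in which the alleles moved in opposite directions. A change of at least 2-fold in the same direction in all 4 comparisons was found in 124 regions. Single comparisons were larger, with 3618 regions at least 2-fold higher and 4979 lower in P14/fru4-40 than in Berlin, and 580 and 1591 relative to CS. In fruw12/ChaM5, 2703 were higher and 2314 lower than in Berlin, and 879 and 1305 relative to CS.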

We have also analyzed gene expression differences in head tissues of *fru P1* mutant males as compared to wild type males to further confirm our over-expression analysis. Over-expression of Fru^M^ is likely to yield higher fold-differences in gene expression than observed in the loss-of-function mutants, because the absolute difference in *fru P1* mRNA amounts is greater between over-expressor flies and wild type flies than between loss-of-function *fru P1* flies and wild type flies based on RNA-seq data. Thus, we identified genes based on significant differences in expression between *fru P1* mutants and wild type males, but did not require a ≥2 fold change.

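The P1 promoter exon had 2.67 ± 0.43 RPKM (SD, n = 3) in P14/fru4-40 and 4.79 ± 1.35 (n = 4) in fruw12/ChaM5 males. P14/fru4-40 replicate 4, which is not in that mean, had 0.421. Relative to CS males the log2 differences were -1.15 ± 0.21 (SE, adjusted *p* = 3.1e-04) and -0.33 ± 0.20 (adjusted *p* = 0.280), and relative to Berlin males -2.12 ± 0.23 (adjusted *p* = 1.6e-07) and -1.30 ± 0.21 (adjusted *p* = 6.7e-05). With Fru MA, Fru MB and Fru MC the log2 differences from CS were 3.55, 1.92 and 1.56, and those from Berlin 2.58, 0.95 and 0.59, the last with an adjusted *p* of 0.0746. In absolute terms, the difference in mean RPKM of this exon from CS was 62.5, 16.2 and 11.3 with Fru MA, Fru MB and Fru MC and -3.31 and -1.19 in the mutants, and from Berlin 56.5, 10.3 and 5.34, and -9.29 and -7.17. Another *fru* exon (14332216 to 14332284) was higher in fruw12/ChaM5, at 85.3 ± 5.41, than in CS (log2 difference 3.31, adjusted *p* = 1.3e-05). The paper takes larger fold-differences with over-expression to be likely because of the greater absolute difference in *fru P1* mRNA amounts.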

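From the mutants, 408 regions were called induced by Fru M (lower in both mutants), of which 394 could be paired with 262 genes. Of these, 15 were also called induced by at least 1 isoform in the male over-expression flies, against 26.5 expected by chance, and 31 were called repressed there, against 6.24 expected. With P14/fru4-40 replicate 4 added, the regions induced by FruM from mutants numbered 293, of which 10 were shared. Blocking by replicate gave 416, of which 22 were shared, with the same pairing check as for over-expression (0.0179 against -0.00762). Relative to Berlin alone, the setting that moved the overlap most, 5781 regions were lower in both mutants and 322 of them were also induced by over-expression. The mutant and over-expression comparisons use the same wild type male libraries.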

Based on the loss-of-function analyses, of the 706 genes that are induced by Fru^M^, 209 genes were also induced by at least one of the Fru^M^ isoforms in the over-expression experiments. 

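Without the 2-fold minimum for over-expression, 9617 regions were higher with at least 1 isoform than in both strains. Of the regions lower in both mutants, 91 were among them, against 82.8 expected, and 123 were among the 3595 regions lower with at least 1 isoform, against 30.9 expected.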

If we do not restrict the list of genes to those with ≥ 2-fold induction by overexpression of at least one of the Fru^M^ isoforms, 360 genes were identified as induced by Fru^M^ in both the loss-of-function and overexpression experiment. Of the 436 genes that are repressed by Fru^M^, 19 genes were also repressed by at least one of the Fru^M^ isoforms in the overexpression experiments (Additional file 2: Figure S1 and Additional file 6: Table S5). 

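In regions, 408 were called repressed by Fru M from the mutants and 7 of these were also repressed by over-expression, against 6.24 expected. Another 45 were induced by over-expression, against 26.5 expected. With P14/fru4-40 replicate 4 added the numbers were 274 repressed and 5 shared, and with the replicate block 404 and 6. Without the 2-fold minimum 44 regions were shared, against 30.9 expected, and 172 were higher with at least 1 isoform.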

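Association between the region lists was tested with two-sided Fisher's exact tests on all tested regions. Regions induced in both experiments were fewer than expected (odds ratio 0.547, Fisher's exact *p* = 0.0197), and those repressed in both were near the expected number (odds ratio 1.13, Fisher's exact *p* = 0.684). With the replicate block the odds ratio for regions induced in both was 0.797 (Fisher's exact *p* = 0.369), no longer significant, and leaving out single libraries took it from 0.313 without fruw12/ChaM5 male replicate 2 to 1.14 (Fisher's exact *p* = 0.395) without fruw12/ChaM5 male replicate 4. Opposite directions overlapped more than expected for independent lists. Both lists use the same wild type male libraries, so the expected numbers here are not those without an effect. Regions induced from the mutants and repressed by over-expression had an odds ratio of 5.49 (Fisher's exact *p* = 4.1e-13), and regions repressed from the mutants and induced by over-expression one of 1.80 (Fisher's exact *p* = 5.4e-04). With a different strain as wild type for each experiment, these odds ratios were 1.35 and 0.835 with mutants set against CS. With mutants set against Berlin they were 0.136 and 0.0860, and in both arrangements the strain difference enters. Without the 2-fold minimum, the odds ratios for the same direction were 1.13 (Fisher's exact *p* = 0.322) for induced and 1.48 (Fisher's exact *p* = 0.0185) for repressed regions, and those for opposite directions 5.41 and 2.90.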

There is a significant association between the lists of genes that we identified as regulated downstream of *fru P1* in the loss-of-function analyses to those identified in the overexpression analyses (*p* <0.05).

The genes induced by *fru P1* in the *fru P1* loss-of-function analysis have a significant enrichment of genes that contained either the Fru^A^, Fru^B^ or Fru^C^ binding sites motif, whereas those that are repressed downstream of *fru P1* show an enrichment of only the Fru^B^ binding site motif (Table 1). Taken together, these results further support the idea that genes that are induced downstream of Fru^M^ isoform are likely direct targets.

### Genes that are regulated downstream of Fru^M^ isoforms do not have the expected chromosome distribution

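The position of 46925 tested regions on the arms was known from the order of the regions and the coordinates of the supplementary tables, and 7723 of them lie on the X chromosome. In males, 755 of 3073 placed regions induced by any of Fru MA, Fru MB and Fru MC were on the X, against 506 expected (odds ratio 1.72, two-sided Fisher's exact *p* = 9.2e-33). By isoform the odds ratios were 2.06, 1.82 and 1.66. Of 710 placed regions repressed in males, 69 were on the X, against 117 expected (odds ratio 0.542, Fisher's exact *p* = 3.0e-07). With the replicate block, where libraries sharing a number correlated at 0.0179, the odds ratios were 1.72 and 0.526. The setting that moved the odds ratio of induced regions most was the comparison with Berlin alone, at 1.48. X-linked regions were shifted as a whole, with a median log2 difference above that of the autosomes by 0.15 for Fru MA relative to CS and by 0.11 relative to Berlin, and the comparison crosses the runs. After subtracting the median of each arm, the odds ratios were 1.34 for induced regions (Fisher's exact *p* = 7.9e-06) and 0.925 for repressed ones (Fisher's exact *p* = 0.319). That step also removes the shift common to all arms, with 1534 regions then induced and 1380 repressed. It does not isolate a shift of the X.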

An examination of the chromosomal distribution of the genes with exons that are either induced or repressed downstream of Fru^M^ isoforms in the male over-expression experiments revealed a significant enrichment and depletion on the X chromosome, respectively. 

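Regions induced by any isoform in males were fewer than expected on both arms of the second chromosome, with 467 on 2L against 541 expected (odds ratio 0.830, two-sided Fisher's exact *p* = 2.6e-04) and 550 on 2R against 649 expected (odds ratio 0.803, Fisher's exact *p* = 4.8e-06). On the third chromosome, 528 regions were on 3L against 575 expected (odds ratio 0.896, Fisher's exact *p* = 0.0260). On 3R there were 761 against 757 expected (odds ratio 1.01, Fisher's exact *p* = 0.862). The fourth chromosome held 12, against 46.0 expected (odds ratio 0.245, Fisher's exact *p* = 1.9e-09).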

The genes with up-regulated expression downstream of Fru^M^ isoforms in males are enriched on the X chromosome and the second chromosome (Figure 4 and Additional file 7: Table S6). The genes with reduced expression downstream of Fru^M^ isoforms are significantly depleted from the X chromosome. In addition, if we examine the genes that are induced by Fru^M^ that were previously shown to be significantly highly expressed in the adult brain, larval brain or adult ventral nerve cord these genes sets are present on the X chromosome at a higher level than expected, based on Flyatlas data using the Flymine portal [28,34]. These results suggest that the X chromosome has properties distinct from the autosomes with respect to genes important for the potential for male courtship behaviors.

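Repressed regions in males were more frequent than expected on 2L, with 188 against 125 expected (odds ratio 1.70, two-sided Fisher's exact *p* = 2.8e-09). In females, repressed regions were also fewer on the X, with 57 of 594 against 97.8 expected (odds ratio 0.535, Fisher's exact *p* = 2.0e-06). Regions induced in females were not significantly fewer on the X with the reported settings (59 against 72.4 expected, odds ratio 0.784, Fisher's exact *p* = 0.0927). That odds ratio changed direction with edgeR (1.02) and relative to Berlin alone (1.29). By contrast, the X odds ratio of regions induced by any isoform in females was below 1 and significant after centring each arm on its median (0.492, Fisher's exact *p* = 4.4e-05), at a false discovery rate of 0.05 (0.395, Fisher's exact *p* = 1.5e-04), relative to CS alone (0.823, Fisher's exact *p* = 0.0267) and with all mapped samples (0.711, Fisher's exact *p* = 0.0249). On 3R, 205 of the regions induced in females were observed against 108 expected (odds ratio 2.70). Outside the segment of 3R with many regions induced by Fru MC in females, the odds ratio for 3R was 1.31 (Fisher's exact *p* = 0.0250), and without the *fru* regions as well it was 1.09 (Fisher's exact *p* = 0.511).

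**Figure D3:**
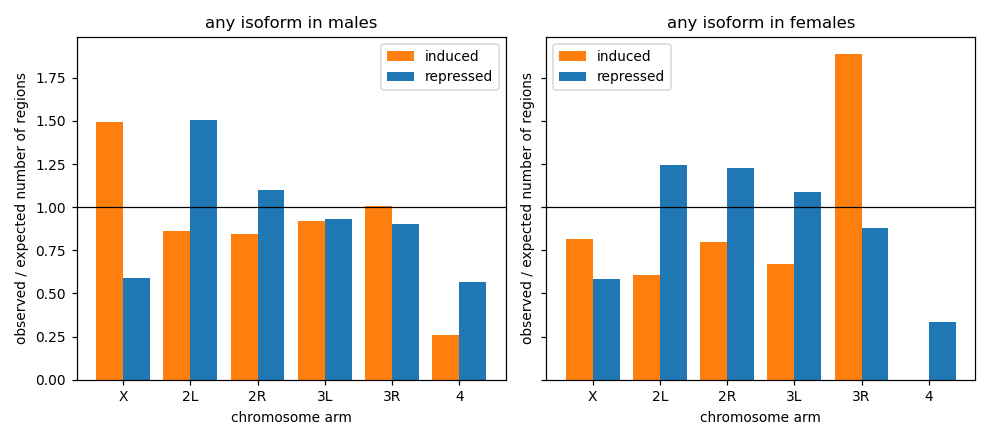
Observed over expected number of regions induced and repressed by any isoform on each chromosome arm, in males and in females. The line at 1 marks the number expected from all placed regions. In males the X chromosome has 1.49 times the expected number of induced regions and 0.590 times that of repressed ones.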

**Figure 4:**
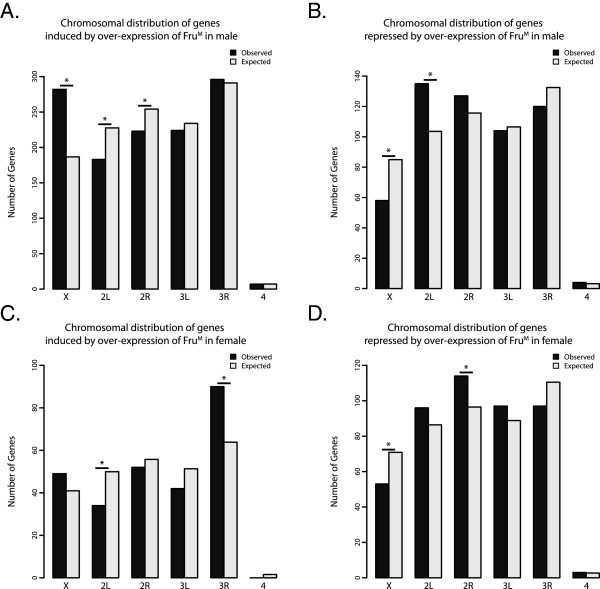
**Chromosomal distributions of genes regulated by Fru**^**M**^**. (A**-**D)** Observed (black) and expected (grey) number of genes on each chromosome for the sets of genes induced and repressed by over-expression of Fru^MA^, Fru^MB^, and Fru^MC^ in males or females. Asterisks indicate significant enrichment or depletion between observed and expected (Fisher’s exact test, p-value < 0.05).

## Discussion

In this study we identified hundreds of genes regulated downstream of Fru^M^ isoform activity. Fru^MA^, Fru^MB^ and Fru^MC^ have differences in the gene sets induced or repressed when they are over-expressed, demonstrating that each isoform has distinct biochemical activities (Figure 2). Consistent with this observation is that each Fru^M^ isoform has different DNA binding specificity (Figure 3). Our results suggest that there are sex-specific factors that influence Fru^M^ isoform activity, as over-expression of Fru^MA^, Fru^MB^ and Fru^MC^ isoforms in males and females resulted in different genes that are induced and repressed by each isoform (Figure 2 and Additional file 2: Figure S1). The gene sets identified as induced downstream of Fru^M^ isoforms in males are enriched with genes with nervous system function, based on GO annotations (Additional file 5: Table S4).

Additionally, it is worth noting that there may be other possible sources for the differences observed in the gene expression levels in these experiments. First, the Fru^M^ proteins contain a BTB domain that in previous work has been shown to contain a dimerization domain that can mediate homodimeric or heterodimeric interactions. Thus, some of the effects we observe could be due to 1) differences in the stoichiometric ratios of Fru^M^ with each other, and/or 2) differences in the stoichiometric ratios of Fru^M^ with other potential dimerization partners. However, based on immunofluorescence results we do not observe substantially different levels of over-expression of each isoform, nor is there substantial expression, if any, outside of the normal *fru P1* expression pattern (see Additional file 8: Figure S2). Second, there is a significant association between the genes that are either induced or repressed when Fru^M^ is over-expressed, with those genes identified in loss-of-function *fru*^*M*^ mutant analyses, demonstrating the physiological relevance of the genes identified by over-expression. Third, there is significant enrichment of the binding site sequences identified for each isoform within the genes that are induced by each isoform. Fourth, while our criteria were stringent (significant and substantial differences from two different wild type strains), strain differences may account for some of the differences between wild type male and female and Fru^M^ over-expressor male and female strains, respectively. However, such strain differences are not likely to account for the differences we observe between the Fru^M^ isoforms, which are in the same genetic background, nor can strain differences account for differences observed across sex. 

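The wild type strain changed the counts in each sex. Relative to CS alone and to Berlin alone, the regions at least 2-fold higher by any isoform in males were 8305 and 7569, and in females 1124 and 5065. The regions at least 2-fold lower were 3366 and 1864 in males and 1686 and 1500 in females. Strain is tied to the run in females, where CS was sequenced with the over-expression flies and Berlin was not. The female regions in which Berlin differed at least 2-fold from both CS and the Fru MA flies, lower or higher, numbered 1807 and 193, against 155 and 263 in which Fru MA differed from both strains. That split follows the run as well as the strain and gave more regions than the one by over-expression. Contrasts between isoforms use no wild type library.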

Taken together, these results demonstrate that in context of the over-expression experiments each of the three Fru^M^ isoforms examined has different activities with respect to genes that are induced or repressed in males, with many more genes having induced rather than repressed expression in males.

In previous studies, production of Fru^M^ in females, by expression of a *tra-2* RNAi transgene in *fru P1*-expressing neurons, was sufficient to endow females with the potential to perform the first four sub-steps of the male courtship ritual, following, tapping, wing extension and proboscis extension, but not attempted copulation [14]. In contrast, overexpression of Fru^MA^ or Fru^MC^ in *fru P1*-expressing neurons, resulted in flies that displayed only following and tapping reviewed in [4], suggesting that overexpression of Fru^M^ in females is not sufficient to endow females with the potential to perform courtship behaviors. The 42 genes identified as induced by all three Fru^M^ isoforms in females will be interesting to examine, with respect to their role in establishing the potential for these early courtship steps. Interestingly, one of these genes is *Ir54a*, which encodes a member of a diverse family of ionotropic receptors, some of which are expressed in the adult antenna and underlie chemosensory functions [35]. It is also known that Dsx^M^ plays a role in establishing the potential for courtship behaviors [26,27,36-38], which would not have been present in females in which Fru^M^ was produced, though Dsx^M^ is not present in all *fru P1*-expressing neruons, so is unlikely to account for all the differences between males and females observed here [26,37]. Our results may further explain why there was not a complete rescue of male courtship behavior. It is clear that the sex of the fly in which Fru^M^ is produced has an impact on the genes that are induced and repressed. These results suggest that there are additional sex-specific factors that influence Fru^M^ activity, which may include Dsx^M^. Further biochemical characterization of Fru^M^ protein interactions will be important to understand Fru^M^ activities.

While *fru* has been predicted to be a transcription factor based on the observation that *fru* encodes BTB-zinc finger products, no direct transcriptional targets of *fru* have been identified, leaving this an open question. A recent study has shown that Fru^M^ associates with a cofactor, Bonus, and subsequently associates with two chromatin modifying proteins, HP1a and HDAC1, however it was not clear if the association of Fru^M^ with chromatin was direct [20]. The results presented here demonstrate that Fru^M^ can bind DNA and that three Fru^M^ isoforms examined have different binding activities. Given our observation that the binding sites are significantly enriched in all gene sets identified as induced, but not repressed by Fru^M^, suggests that Fru^M^ may function by binding enhancer DNA directly, but acts in an indirect manner to repress gene expression (Table 1).

In previous studies we and others have show that genes with male-biased expression were enriched on the X chromosome in the adult head [31,39] and brain [40]. There was also a significant enrichment of genes with male-biased expression that reside near dosage compensation entry sites [39,40]. Here, we observe significant enrichment of genes that reside on the X chromosome that are induced by Fru^M^ in males. This observation supports the idea that over evolutionary time there may have been a selection for genes with male-specific functions to reside on the X chromosome and in particular those regulated by Fru^M^. Perhaps, Fru^M^ isoforms and their gene targets have evolved to take advantage of the unique properties of the male nucleus. These differences include the dosage compensation complex that is bound to the male X chromosome that leads to less compact chromatin reviewed in [41], the presence of the Y chromosome that affects chromatin architecture throughout the nucleus [42], or other differences in the chromatin and three-dimensional architecture of the nucleus in males [for example see [43]. It is possible that there are more interconnections in the sex hierarchy model between chromosomal sex, the sex hierarchy branches and sexual development that is downstream of Fru^M^ than shown in the model (Figure 1).

## Conclusions

The results in this study add to the information regarding Fru^M^ function with the identification of hundreds of genes regulated by Fru^M^, many of which have known roles in nervous system development and physiology. One of the next exciting challenges to our understanding of how complex behaviors are specified at a molecular-genetic level will be to develop tools to interrogate the functions of specific transcript isoforms in a cell-specific manner.

## Methods

### Flies

Flies were raised on standard cornmeal food medium at 25°C on a 12 hour light and 12 hour dark cycle. Wild type flies were the Canton-S (CS) and Berlin strains. Transheterozygous mutants for *fru P1* are *Df(3R)P14/Df(3R)fru*^*4-40*^ and *fru*^*w12*^*/Df(3R)Cha*^*M5*^, which are phenotypically void of all male courtship behaviors [10]. In addition, no detectable *fru P1* transcript or Fru^M^ protein is present in *Df(3R)P14/Df(3R)fru*^*4-40*^[11], and no full length *fru P1* mRNAs are present in *fru*^*w12*^*/Df(3R)Cha*^*M5*^[10]*. Df(3R)P14* contains a breakpoint in *fru* extending proximally removing common *fru* coding exons and ending in the cytological location 90C2-D1 [5]; *Df(3R)fru*^*4-40*^ contains a breakpoint in *fru* extends distally thus removing the *fru P1* promoter [11]; *fru*^*w12*^ is an inversion-cum-translocation that removes *P1-3* from common *fru* coding exons [10]; and *Df(3R)Cha*^*M5*^ contains a breakpoint between *P1* and *P2* that extends distally removing *P1* ending in the cytological location 91D [5,10]. The *fru P1-Gal4*, *UAS-Fru*^*MA*^*, UAS-Fru*^*MB*^, and *UAS-Fru*^*MC*^ were described previously [14,44]. *y*^*1*^*w*^*1118*^*; P(UAS-Gal4.H)12B* stock was obtained from Bloomington stock center.

Flies that ectopically expressed Fru^M^ isoforms were of the genotypes *y w/(w or* Y)*; P(w*^*+mC*^*, UAS-Gal4)/P(w*^*+mC*^*, UAS-Fru*^*MA*^*,*^*B*^*, or*^*C*^*); fru P1-Gal4/+*. 

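In mean RPKM, the A exon with Fru MA was 8.05-fold that of CS males and 10.4-fold that of Berlin males. The B exon with Fru MB was 4.85-fold and 4.84-fold, and the C exon with Fru MC 2.72-fold and 8.98-fold. The other isoforms changed the A exon less in males, by 0.979-fold to 1.63-fold. In females the other isoforms changed it by 1.50-fold to 1.78-fold. The B exon was less specific in males, with a mean RPKM of 8.85 with Fru MC and 5.02 with Fru MA, against 8.31 with Fru MB. The C exon had 2.93 with Fru MA and 2.98 with Fru MB in males, against 11.2 with Fru MC.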

While each UAS-Fru^M^ transgene is inserted at a different location, they are homozygous viable and each respective DNA binding domain (A, B, and C) encoding exon is > four-fold induced compared to wild type in our over-expression assay conditions, by examining the RNA-seq expression data. Immunofluorescence using an antibody specific to the male-specific region common to all Fru^M^ proteins demonstrates relatively similar levels of the male-specific proteins in *fru P1-Gal4* expressing neurons and is not readily detectable in other regions of the CNS (Additional file 8: Figure S2). Additionally, examination of male-female courtship of the above transgenic strains demonstrated that over-expression is not changing male behaviors significantly (Additional file 9: Figure S3).

### Tissue collection

Adult head cDNA libraries were prepared from three independent biological replicates from each of the following genotypes: 1) from males and females: Canton S, Berlin, *y w/(w or* Y)*; P(w*^*+mC*^*, UAS-Gal4)/P(w*^*+mC*^*, UAS-Fru*^*MA*^*); fru P1-Gal4/+*, *y w/(w or* Y)*; P(w*^*+mC*^*, UAS-Gal4)/P(w*^*+mC*^*, UAS-Fru*^*MB*^*); fru P1-Gal4/+*, *y w/(w or* Y)*; P(w*^*+mC*^*, UAS-Gal4)/P(w*^*+mC*^*, UAS-Fru*^*MC*^*); fru P1-Gal4/+* and 2) in males only*: Df(3R)P14*/*Df(3R)fru*^*4-40*^ and*, fru*^*w12*^*/Df(3R)Cha*^*M5*^ males. For each experimental condition, approximately 200 flies that were 8 to 24 hours post-eclosion were used. All flies were collected 0 to 16 hours post-eclosion under anesthetization and allowed to recover for 8 hours before being snap frozen in liquid nitrogen. Snap frozen whole animals were stored at -80°C until heads were collected. Adult heads were separated from bodies by mechanical tapping of the cryovial. A piece of plastic was cooled on dry ice, on which the frozen heads were separated from the bodies and immediately transferred and homogenized in 1 mL of TRIzol® (Invitrogen).

### Illumina sequencing library preparation

Total RNA was extracted using TRIzol® Reagent (Invitrogen), and RNA was precipitated by addition of 250 μL 100% isopropanol and 250 μL 1.2 M NaCitrate, 0.8 M NaCl in DEPC-treated H_2_O. Approximately 25 μg total RNA was DNase treated to remove any trace amounts of DNA, following Zymo Research RNA Clean & Concentrator™-25 In-Column DNase Digestion protocol, using 10 units Ambion® TURBO™ DNase. Poly(A) + transcripts were subsequently isolated from total RNA using Ambion® MicroPoly(A)Purist™ Kit. 100 ng mRNA was chemically fragmented to a range of approximately 200-500 base pairs using the Ambion® RNA Fragmentation Reagent, and the reaction was cleaned using Zymo Research RNA Clean & Concentrator™-5. First strand cDNA was synthesized using SuperScript® II Reverse Transcriptase (Invitrogen™) and a combination of 3 μg random hexamers and 0.15 μg oligo(dT)_20_ primers. Following first strand synthesis, the second strand of the cDNA was synthesized by addition of DNA polymerase I (Invitrogen™), RNase H (New England Biolabs® Inc.), dNTPs and second strand buffer (Invitrogen™). This reaction and all subsequent reactions were cleaned using Zymo Research DNA Clean & Concentrator™-5 kit. Double stranded cDNA templates were blunt ended using End-It™ Repair Kit (Epicentre®). Next, A-overhangs were then added to both ends with Klenow fragment (3′ → 5′ exo-minus) (New England Biolabs® Inc.). Illumina sequencing adapters were then ligated to both ends of the cDNA templates using Fast-Link™ DNA Ligation Kit (Epicentre®). cDNA templates were then amplified by performing polymerase chain reaction (PCR; 18 cycles) that extended the adapter and incorporated a different six base pair index into each sample. The product was then isolated by gel purification of 250-550 base pair fragments. Samples were then pooled and sequenced on the Illumina Genome Analyzer GAII platform with 72 base pair single end reads, and the reads were matched to their corresponding sample via the index.

### SELEX

Each of the three *fru* DNA binding domain (DBD) encoding sequences were PCR amplified from *fru* cDNAs using the following primer pairs that contain *EcoR*1 or *Xho*I restriction sites engineered at their ends: Fru^MA^ primers are 5′CCGGAATTCCGC GTCAAGTGTTTTAACATTAAGC and 5′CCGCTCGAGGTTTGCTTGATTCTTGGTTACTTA; Fru^MB^ primers are 5′GGC CGGAATTCTCCAAGGCCTGGCACATG and 5′ CCCGCTCGAGTGTGCTG CTGTTGCTGC; Fru^MC^ primers are 5′CCGGAATTCCAGCAGCGCCCGCCACC and 5′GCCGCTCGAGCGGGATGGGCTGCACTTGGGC. For each DBD-encoding exon, the first primer has the *EcoR*1 site and the second primer has the *Xho*I site. The primers were designed to amplify beginning where the divergent sequence for each Fru isoform begins (see Figure 1), and the amplicon includes each isoforms respective stop codon at the end. Each region was cloned as in-frame fusions with Glutathione S-transferase at the amino terminus (GST-Fru), into the pGEX-4 T1 plasmid for expression in bacteria.

Each DBD containing plasmid was transformed into *E.coli* BL21 and single colonies were grown to ~ OD_600_ = 0.8 when IPTG was added to 0.1 mM to induce protein expression. Bacteria were grown for approximately two more hours in the presence of IPTG and then harvested by centrifugation at 8,000 *rpm* for 10 minutes. Protein extract was made by resuspending a 200 mL culture in 10 mL of ice cold Buffer 1 (100 mM KCl, 50 mM HEPES, pH 7.5, 10% glycerol, 5 mM MgCl_2_, 1 mM DTT and protease inhibitors). The cells were lysed on ice by sonication and were visually monitored with a compound microscope to assess the efficiency of sonication. Lysates were cleared by centrifugation and the supernatant was retained. Fusion proteins were purified by binding to ~500 μL of a 50% slurry of glutathione Sepharose 4B that had been washed and equilibrated in Buffer 1. The protein was mixed with the Sepharose resin for 2 hour at 4°C and then loaded into a gravity flow column. The protein bound to the Sepharose was washed with 5 column volumes of Buffer 1. For the SELEX, the Sepharose beads with the bound purified protein was resuspended in 250 μL Buffer 2 (100 mM KCl, 50 mM HEPES, pH 7.5, 50% glycerol, 5 mM MgCl_2_, 1 mM DTT) and stored at 4°C. For gel shifts, the protein was eluted with glutathione by incubating the slurry for two hours in elution buffer (10 mM glutathione in 50 mM Tris, pH 8.0) and dialyzed into Buffer 1. Examination of protein by SDS-PAGE and Commassie staining showed a high degree of purity and proteins of the expected sizes.

The SELEX procedure was performed as previously described with some modification [24]. Here we used oligoR76: CAGGTCAGTTCAGCGGATCCTGTCGN_26_GAGGCGAATTCAGTGCAACTGCAGC, primer F GCTGCAGTTGCACTGAATTCGCCTC and primer R CAGGTCAGTTCAGCGGATCCTGTCG. For the first round of the SELEX procedure, a complementary strand of OligoR76 was generated by a single cycle of PCR using primer F, 100 ng of OligoR76 in a 20 μL PCR reaction to generate double stranded molecules (1 minute at 94°C, 3 minutes at 62°C, 9 minutes at 72°C). The first round of SELEX was performed with 5 μL of the primer extension oligoR76 DNA reaction, 20 μL of the GST-Fru/bead slurry and 100 μL of Buffer 3 (Buffer 1 with poly dI,dC 4 μg/μL and BSA 40 μg/mL) for 2 hours at 4°C. The protein/bead slurry was washed twice with 800 μL Buffer 1 and then was resuspended in 30 μL of high quality water, boiled for 2 minutes and the supernatant that included the bound DNA retained. For the next nine rounds of SELEX, 10 μL of the eluted DNA from each preceding round was used in a 100 μL PCR reaction for 20 cycles, using primers F and R. The DNA was loaded onto a 2% Nuseive gel and separated by electrophoresis. The DNA band at 75 base pairs was excised and purified using Qiaquick gel extraction columns (Qiagen). For the last rounds of the SELEX, 1 μL of the purified DNA from the previous round (~300 ng) was mixed with 20 μL of the protein/bead slurry in 100 μL Buffer 3. The bound DNA fragments were purified as described for round 1 of the SELEX. After the tenth round of the SELEX, the DNA fragments were cloned by ligation into Bluescript at the *EcoR*I and *BamH*I sites and sequenced by Sanger sequencing. For each Fru DBD, at least 20 independent clones were sequenced. A Gibbs sampling algorithm was used to find the consensus motif [45]. For Fru^MB^ a sequence of low complexity was identified from the first SELEX experiment and so a second full SELEX experiment was performed, each with 10 rounds of selection. Nearly the same consensus sequence was identified in both rounds, providing confidence in the result.

To determine if the motifs identified in the SELEX bind specifically to the DNA binding domain used in the SELEX procedure, gel shift reactions were performed using annealed phosphorylated oligonucleotides that contain common flanking DNA sequence chosen to facilitate cloning and either the binding sequences identified in the SELEX (in bold below), or oligonucleotides of the same nucleotide content but randomized but in the same position as the identified binding site resides in the sequence (in italic and bold below). For Fru^MA^ the oligonucleotide sequences were 5′TCGACCTGCAG**AGTAAC**CTGCAGG and 5′TCGACCTGCAG**GTTACT**CTGCAGG. The Fru^MA^ randomized sequences were 5′TCGACCTGCAG***ATAGAC***CTGCAGG and 5′TCGACCTGCAG***GTCTAT***CTGCAGG. For Fru^MC^ the oligonucleotide sequences were 5′TCGACCTGCAG**TGTTACATCA**CTGCAGG and 5′TCGACCTGCAG**TGATGTAACA**CTGCAGG. The Fru^MC^ randomized sequences were 5′TCGACCTGCAG***GCATCTATAT***CTGCAGG and 5′TCGACCTGCAG***ATATAGATGC***CTGCAGG. Gel shift reactions were performed as previously described [46].

For Fru^MB^, two independent trials with ten rounds of selection for the Fru^MB^ binding motif identified very similar sequences. The consensus sequence for Fru^MB^ from the two independent trials is **GCCCTTT**. The GST-Fru^B^ protein bound DNA in the invariant region present in all the synthesized oligos (see above). To determine if the binding site identified for Fru^MB^ was correct, a modified assay was performed in test tubes. In this assay 5 μL of P^32^ labeled DNA from the first and tenth round of the SELEX procedure were mixed with 30 μL of the Fru^MB^ protein/bead slurry in 150 μL Buffer 3 for two hours at 4°C, washed three times in Buffer 1 and added to 5 mL of scintillation fluid. The percent of the input retained from the first and tenth SELEX round was quantified using a scintillation counter. The P^32^ labeled DNA was generated by a standard PCR reaction, using Primer F and R, 1 μL of DNA from the SELEX round, and included dATP-P^32^gamma. Only 0.8% of the labeled input DNA from the first round of SELEX was retained on the Fru^MB^ protein/bead slurry, whereas 3.6% was retained from the tenth round of SELEX, demonstrating that the SELEX enriched for a sequence bound by Fru^MB^.

### Illumina read mapping

We used a sequential mapping pipeline that mapped approximately 95% of all reads to the Drosophila genome. Barcode, primer, and adapter sequences were trimmed. Reads were aligned to the *D. melanogaster* genome FB5.30 (FlyBase v5.30) using Bowtie (--tryhard, --best, --strata, -m1*)*[47], unaligned reads were 3′ end quality trimmed and homopolymers (5+) were removed. Quality trimmed reads were mapped as above. Unaligned reads at this step were aligned to junctions estimated by Tophat [48]. Any remaining unaligned reads were mapped allowing for gaps to FB5.30 using LAST [49]. Reads were visualized as wiggle tracks on FB5.30 genome using a custom R script [25].

Within a gene, exons from different isoforms may overlap due to alternative start and end positions (Additional file 10: Figure S4). Exons from different genes may also overlap. Overlapping exons, regardless of strand, were combined into the maximum exonic region see [25]. If there was a single exon in the region it was labeled as S####_SI and if there were multiple overlapping exons, they were combined and labeled as F####_SI (Additional file 10: Figure S4). Exonic regions can be further classified as constitutive (a single exon present in all isoforms), common (exonic region present in all isoforms), and alternative (not present in all isoforms) (Additional file 10: Figure S4). Expression was quantified for each exon in FB5.30 using a perl script. In regions where exons overlap, exons were combined. Of the 60,291 exonic regions 53,459 did not overlap with any other exon. 

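All 39 deposited libraries hold a value for every region. For 3496 regions the supplementary tables give coordinates, and in all of these the deposited length is the distance between start and end plus 2 bases.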

Most overlaps are due to alternate start or end positions (4,503). About 30% (2,329) are due to exonic regions from different genes, these regions were not considered further. We considered an exonic region as detected if at least one read mapped to that region. 

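In the 38 libraries used, 2126 regions had no read in any library, and 1866 when P14/fru4-40 replicate 4 was included.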

Exonic regions with no reads mapping for any observed samples were not considered further (1,550 regions). For each exonic region, Reads Per Kilobase per Million mapped reads RPKM [50] was calculated and the natural log taken. If no variation was observed in one condition, or if it was not detected at least once in each treatment group no statistical analysis is possible. These 11,104 regions and the remaining 45,339 exonic regions that were analyzed for quantitative differences in expression are reported in Additional file 11: Table S7.

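Requiring at least 1 library with reads in each of the 12 groups set aside 10764 regions that had reads but were missing from at least 1 group. Among the regions kept, 8063 had a zero in at least 1 library, which was treated as missing. Requiring 2 libraries per group left 44326. The limit of 2 libraries was set after the data were seen, and that of 1 library is the one in the Methods, which also exclude regions without variation in one condition.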

### Differential expression

A linear model was fit for each exonic region separately and models were examined for conformation to assumptions. All comparisons were performed as contrasts in a single model and a single FDR correction was performed for all contrast simultaneously [51]. Results were partitioned into induced or repressed based upon the direction of the observed difference. To declare that an exon was significantly differentially expressed, we required that exons be both (1) statistically significantly different [False Discovery Rate (FDR) p-value < 0.20] and (2) have a ≥2 fold change in expression level (Additional file 1: Table S1 and Additional file 3: Table S2). We also provide the full lists of genes that have exons that are significantly differentially expressed (Additional file 12: Tables S8 and Additional file 13: Table S9). To reduce the chances of identifying exons only due to background differences in strain, we required that the Fru^M^ be different from both wild type backgrounds in order to be declared differentially expressed. For the *fru* null comparisons, we required that both *fru* allele combinations were each statistically different from CS and Berlin (four statistical comparisons).

### Enrichments and motif analysis

Enrichments for chromosomal locations were tested by constructing contingency tables and conducting a Fisher’s exact test [52]. Position weight matrices (PWMs) generated by SELEX enrichment, were used to identify the locations of Fru^MA^, Fru^MB^, or Fru^MC^ binding sites. MAST [53] was used to identify putative binding sites in a region that included the gene of interest and 2 kb upstream of the transcription start site, 2 kb downstream of the 3′ UTR and throughout the entire genic region and did not attempt to normalize the counts. Enrichment of Fru binding sites in genes that were significantly induced or repressed was tested using a Fisher’s exact test [52]. Chromosomal enrichment for genes identified as differentially expressed was tested using a Fisher’s exact test for each chromosomal arm.

Gene Ontology (GO) enrichment analysis was performed using Gene Ontology enrichment analysis and visualization tool (GOrilla) [29]. Target list containing FBgns from genes either induced or repressed in the Fru^M^ over-expression or Fru^M^ loss-of-function were supplied against a background list containing all 14903 FBgns to obtain significantly enriched (p value < 10^-3^) GO terms for biological processes, cellular components, and molecular functions. Enriched protein domain analysis was implemented with the Holm-Bonferroni correction in the Flymine portal [28].

## Abbreviations

Dsx: Doublesex; fru: fruitless; GO: Gene Ontology; RNA-seq: RNA-sequencing; oligo: Oligonucleotide; DBD: DNA binding domain; CNS: Central nervous system.

## Competing interest

The authors declare that they have no competing interests.

## Authors’ contributions

JED, MNA performed experiments. JED, JF, SK, LMM and MNA contributed to data and statistical analyses. JED, JF, SK, BB, LMM and MNA contributed to writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Genes induced and repressed by Fru^M^ isoforms in males (gene lists are based on the statistical tests and the ≥ 2-fold difference criterion). Click here for file

Additional file 2: Figure S1 Venn diagrams of comparisons. Click here for file

Additional file 3: Table S2 Genes induced and repressed by Fru^M^ isoforms in females. (gene lists are based on the statistical tests and the ≥ 2-fold difference criterion). Click here for file

Additional file 4: Table S3 Genomic locations for Fru^M^ DNA binding motifs. Click here for file

Additional file 5: Table S4 Gene Ontology analyses. Click here for file

Additional file 6: Table S5 Genes induced and repressed by Fru^M^, as determined by examination of *fru P1* mutants and wild type males. All data described is included. Click here for file

Additional file 7: Table S6 Statistical analysis of chromosomal distribution of genes regulated by Fru^M^. Click here for file

Additional file 8: Figure S2 Fru^M^ is localized in the *fru P1*-expression pattern in flies over-expressing Fru^MA,B^ or ^C^. Click here for file

Additional file 9: Figure S3 Courtship analyses. Click here for file

Additional file 10: Figure S4 Schematic of how exon IDs are determined. Click here for file

Additional file 11: Table S7 Exon region ID information and all associated data from this study. Click here for file

Additional file 12: Table S8 Genes induced and repressed by Fru^M^ isoforms in males (gene lists are based on the statistical tests). Click here for file

Additional file 13: Table S9 Genes induced and repressed by Fru^M^ isoforms in females (gene lists are based on the statistical tests). Click here for file

# Supplementary material for: Male-specific Fruitless isoforms have different regulatory roles conferred by distinct zinc finger DNA binding domains
**Source:** BMC Genomics. 2013 Sep 27;14:659. doi: 10.1186/1471-2164-14-659
**Supplement:** Additional file 2: Figure S1 — Venn diagrams of comparisons.

Additional Figure 1

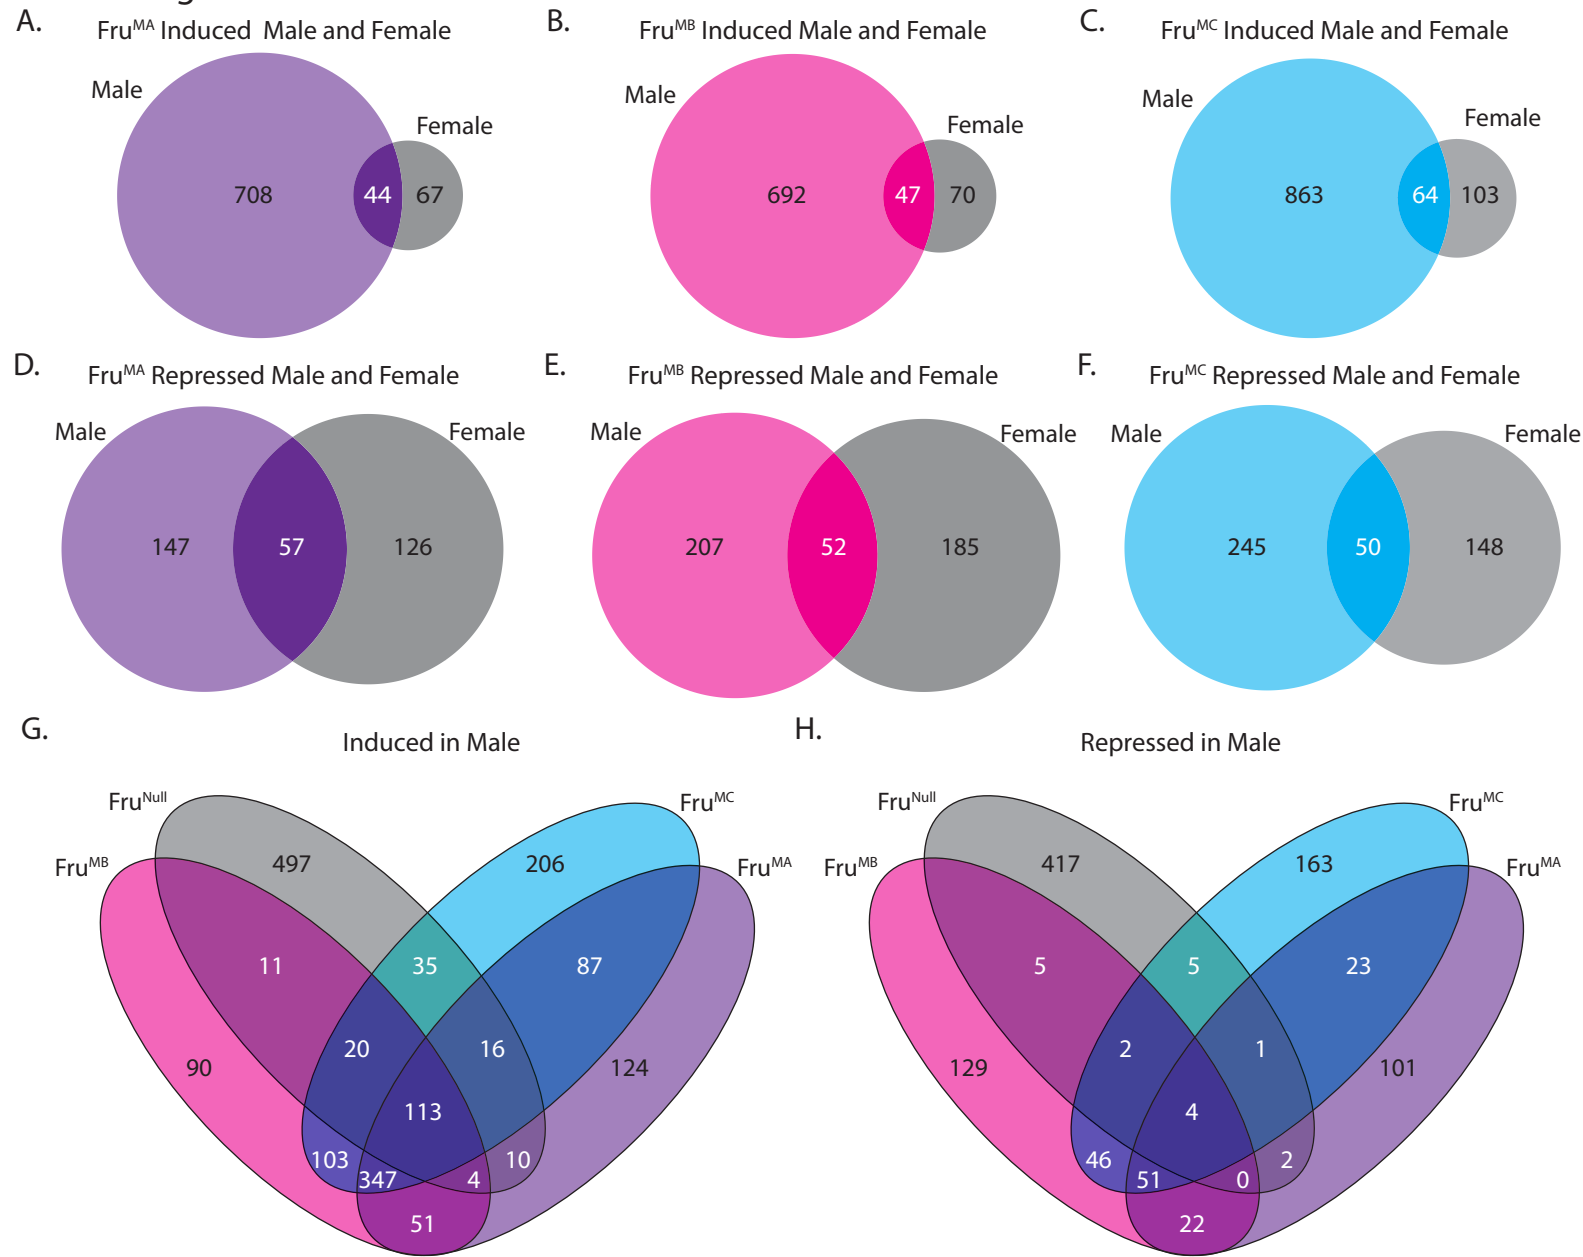

Additional Figure 1: Venn diagrams of comparisons from various sets of genes.  
(A-H) Venn diagrams displaying number of distinct and mutual genes between different sets of differentially expressed genes.  
(A-F) Numbers of genes induced or repressed in males and females by over-expression of FruMA, FruMB or FruMC in fru P1-expressing neurons of the head.  
(G-H) Numbers of genes induced or repressed by FruM as determined by FruM loss of function analysis, and induced or repressed by over-expression of FruMA, FruMB, or FruMC isoforms.

# Supplementary material for: Male-specific Fruitless isoforms have different regulatory roles conferred by distinct zinc finger DNA binding domains
**Source:** BMC Genomics. 2013 Sep 27;14:659. doi: 10.1186/1471-2164-14-659
**Supplement:** Additional file 8: Figure S2 — FruM is localized in the fru P1-expression pattern in flies over-expressing FruMA,B or C.

## Additional Figure 2

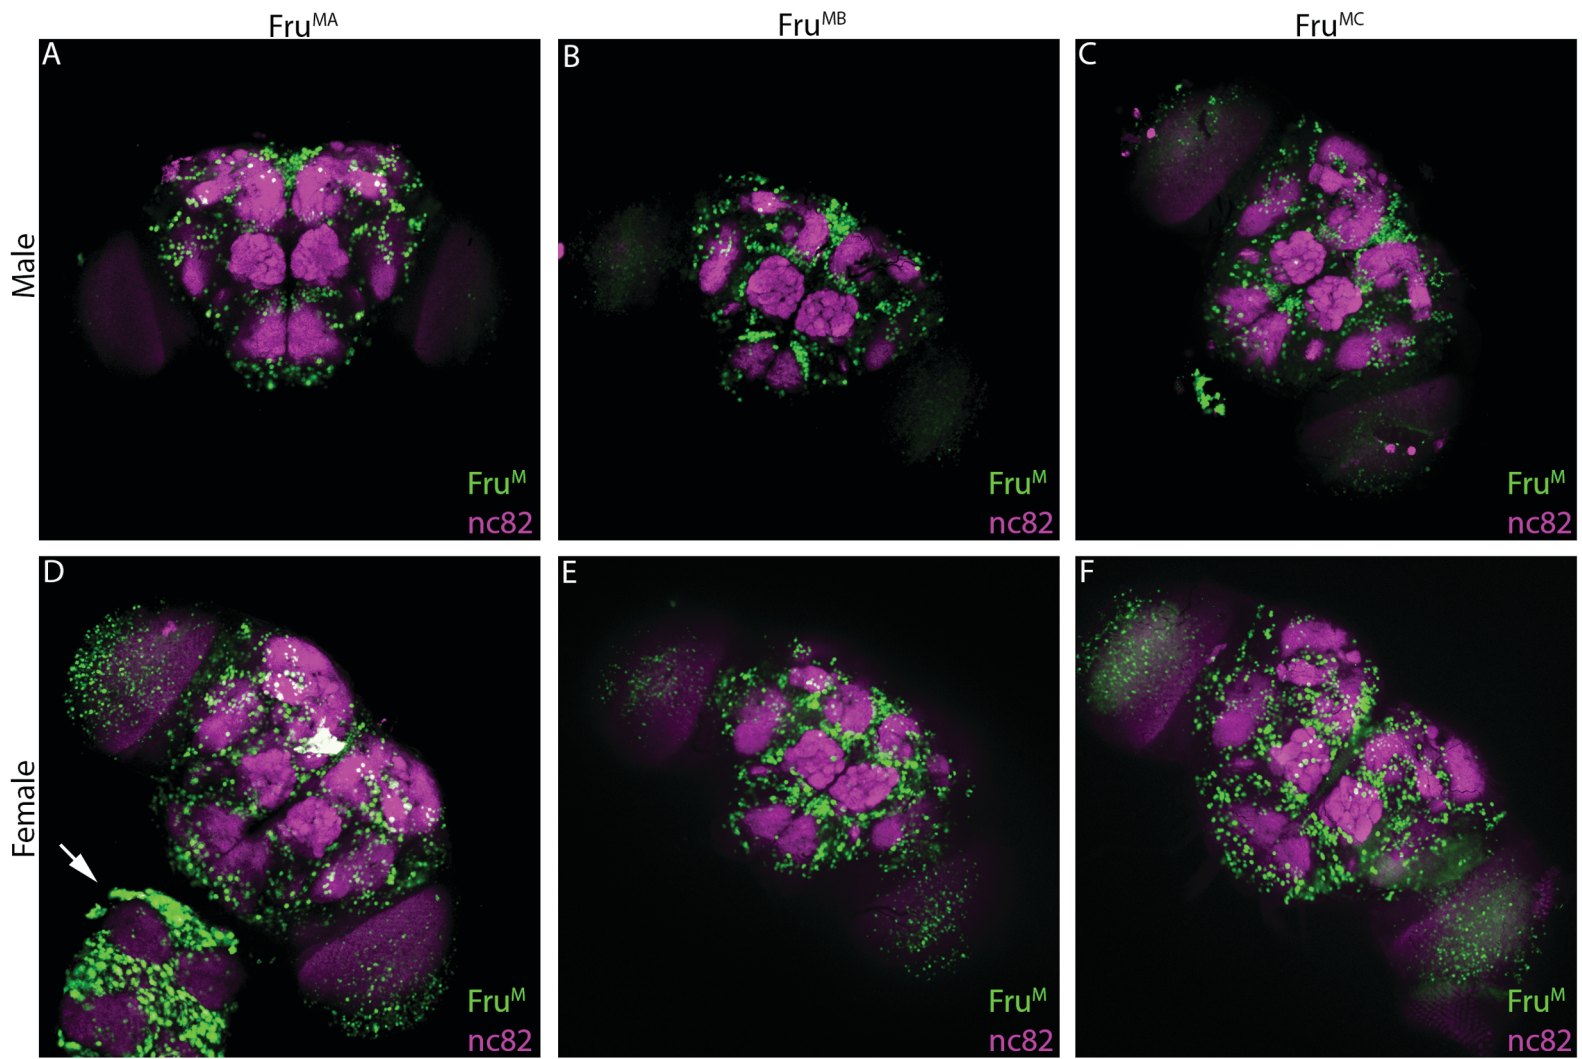

Additional Figure 2: *Fru*<sup>M</sup> is localized in the *fru P1*-expression pattern in flies over-expressing *Fru*<sup>MA,B or C</sup>. (A-F) Immunofluorescence of *Fru*<sup>M</sup> antibody (green) and the pan-neuronal nc82 antibody (purple) of brains from 0-24 hour adults male (A-C) and female (D-F) animals over-expressing *Fru*<sup>MA</sup> (A and D), *Fru*<sup>MB</sup> (B and E) or *Fru*<sup>MC</sup> (C and F) in *fru P1*-expressing neurons. [genotypes are: *y w/(w or Y); P(w+mC, UAS-Gal4)/P(w+mC, UAS-Fru<sup>MA, B or C</sup>); fru P1-Gal4/+*]. Images were captured using 20x objective and confocal projections of the anterior z-slices of the brains are shown. Arrow indicates a portion ventral nerve cord.

# Supplementary material for: Male-specific Fruitless isoforms have different regulatory roles conferred by distinct zinc finger DNA binding domains
**Source:** BMC Genomics. 2013 Sep 27;14:659. doi: 10.1186/1471-2164-14-659
**Supplement:** Additional file 9: Figure S3 — Courtship analyses.

Additional Figure 3

A.

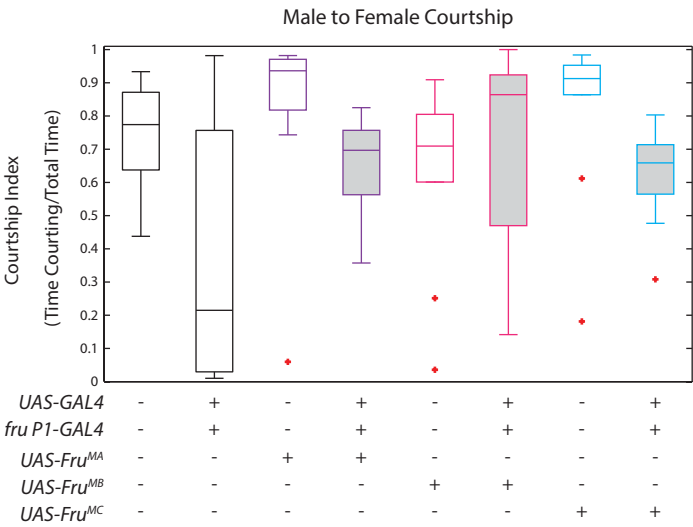

B.

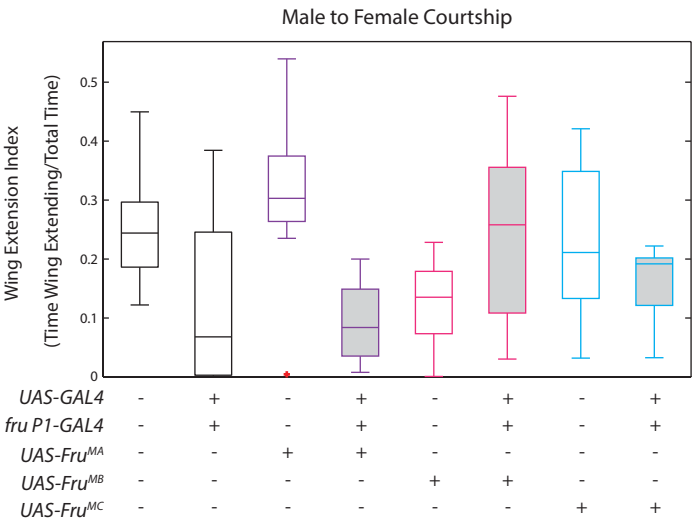

Additional Figure 3: Courtship analysis of males over-expressing Fru<sup>MA,B or C</sup>. Courtship index (A-B) and wing extension index (C-D) for male-female (A and C) and male-male (B and D) courtship behavior of corresponding experimental or control males (grey and white boxes, respectively). Males over-expressing Fru<sup>MA</sup>, Fru<sup>MB</sup>, or Fru<sup>MC</sup> in *fru P1*-expressing neurons (grey filled purple, pink or cyan), single transgene Fru<sup>MA</sup>, Fru<sup>MB</sup>, or Fru<sup>MC</sup> males (white filled purple, pink, or cyan), *UAS-GAL4/+; fru P1-GAL4/+* single transgene males, and Canton S males (no transgenes indicated) are indicated. Dashed grey box indicates statistically significance difference of experimental males from all three controls (Canton S, *UAS-GAL4/+; fru P1-GAL4/+*, and respective Fru<sup>MA,B or C</sup> single transgene males) at p-value < 0.05 (Wilcoxon rank sum test, two sided). Median is indicated by horizontal line in box, boxes cover 25th to 75th percentiles of the samples, whiskers represent data not considered an outlier, and outliers are defined as values greater than or less than 1.5 times the interquartile range (red cross).

How the deposited data were processed for this re-analysis (not part of the article)

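Gene expression was measured by single-end RNA-seq of polyA-selected RNA from adult heads, in 39 libraries of 12 groups. The groups are males and females over-expressing Fru MA, Fru MB or Fru MC in *fru P1* cells, CS and Berlin males and females, and males of the *fru P1* mutant combinations P14/fru4-40 and fruw12/ChaM5. The condition and replicate number of each library were taken from its deposited sample record. Sequencing run and lane were read from the names of the deposited files and used only as a technical batch. The first run holds Berlin males and females, CS males and both mutants, and the second holds all over-expression flies and CS females.

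According to the Methods, the authors trimmed the reads, aligned them with Bowtie to the genome of the FlyBase release named there, aligned quality-trimmed leftovers again, then used junctions estimated with TopHat and finally LAST with gaps, and merged overlapping exons into exonic regions. Each deposited table holds 60291 regions and no region was filtered out. The deposited counts are the mapped reads of the library, one whole number repeated for each region. The deposited expected counts are estimated reads per region, which equal the base coverage divided by a read length of 68 to 70 bases and are not whole numbers, so that they were rounded before any test on counts. The deposited signal columns are the base coverage of the region and its mean coverage per base, without normalization. The deposited RPKM values had been normalized by the authors to region length and to mapped reads, which was checked by recomputing them from the other columns. Of the other columns, the deposited region length in bases was used as given. No sequence reads were used here, so alignment and merging of exons were taken as deposited.

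The linear model of the Methods was followed. The natural logarithm of RPKM was fitted for each region with one mean per group, in R 4.3.3 with limma 3.58.1 without variance moderation, and zeros were treated as missing. As in the Methods, a region was tested when at least 1 library of each group had reads. The Methods also exclude regions without variation in one condition. Here that was asked of the residuals of the whole model and not of each group, so regions with a single value in a group were tested. The Methods further set aside regions in which exons of different genes overlap, which was not done here, so such regions are among those tested. The 16 comparisons with wild type in that model were adjusted together by the Benjamini-Hochberg method at a false discovery rate of 20%. Over-expression calls need an adjusted p under 0.2 and at least a 2-fold difference in mean RPKM, in the same direction, relative to both CS and Berlin, and mutant calls need an adjusted p under 0.2 in all 4 comparisons of a mutant with a strain and no minimum fold. The 6 comparisons between isoforms and the 6 differences between the sexes were each adjusted as a family of their own. Overlaps between lists and the distribution over chromosome arms were tested with two-sided Fisher's exact tests in scipy 1.17.1, against all tested regions or all tested regions placed on an arm. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used for the tables. Regions of one gene are not independent, which these tests do not account for. Replicate numbers come from the sample records, and the paper does not state that equal numbers were processed together. Fitting the number as a block was one of the alternatives, and the deviations from the group mean were compared between libraries of equal and of different number as a check.

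Some settings were fixed only after the deposited values had been seen, by matching them to the supplementary tables. The samples used are those whose mean RPKM equals the printed group means, which gave 38 libraries, with CS males and fruw12/ChaM5 males at 4 libraries and every other group at 3. P14/fru4-40 replicate 4 is left out by this match, and the paper gives no reason. The fold is the ratio of arithmetic mean RPKM, because this matches the printed values. A gene name was taken for a region only where a supplementary table pairs them, which holds for 3496 regions and 1877 genes, so results are given for regions. These tables list regions that the paper called changed. The paired regions of a gene are therefore preselected and need not be all of its regions. The copy of these tables used here is shortened: it shows 1425 of 2128 regions listed for Fru MA in males, 0 of 1965 for Fru MB in males and 1170 of 1608 for the mutants. No list for Fru MC in males could be used. Regions called for Fru MB or Fru MC in males were therefore paired with genes only through the other lists. The paper's table of all regions was not used here. A region without a gene name may therefore have one in the full tables. The DNA binding domain exons of *fru* were identified from the gene drawing in Figure 1C together with the coordinates of the supplementary tables. Arms were assigned by the order of regions between those with known coordinates, which placed 59832 regions. Genes described singly were set by a rule fixed in advance: each gene that the text names for the RNA-seq results and that could be paired, by its region of highest mean RPKM, all 17 *fru* regions, and for each sex and direction the 2 regions with the largest change among those called for all isoforms in which every over-expression library lay beyond every wild type library.

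Mapped reads per library ranged from 3201270 to 17158146, with group medians from 3715735 in Berlin males to 8969090 in CS females, and 70.4% to 90.5% of the mapped reads fell in the regions. The median tested region held 24.8 reads per library. The procedure was tested on simulated data with 200 of 47401 regions changed 4-fold for 1 isoform (seed 11). Equal numbers were raised and lowered, and both directions were scored together. The linear model recovered 67.0% of them, edgeR 60.0% and DESeq2 59.5%, and among the 157 changed regions with a mean of at least 10 reads 82.2%, 75.8% and 75.8%. The count of wrong calls for that isoform was 0 with each. Contrasts between isoforms gave 7, 7 and 9 wrong calls, and the difference between the sexes 2, 0 and 0. An unchanged comparison held at most 2, 0 and 2 calls. An odds ratio of 3 built into the simulation was found as 2.95.

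Alternatives set before the data were examined were all mapped libraries in place of the paper's, a pseudocount of 1, only regions with a mean of at least 10 reads, limma with variance moderation, edgeR 4.0.16 with TMM scaling and DESeq2 1.42.0 on rounded expected counts, a false discovery rate of 0.05, no 2-fold minimum, only the libraries of the compared groups, upper-quartile scaling, the replicate number as a block, CS or Berlin as the only wild type strain, the direction of mutants taken from the mean of the comparisons, and leaving out each library of the compared groups in turn. Chosen after the data were seen were a fold from the mean of ln(RPKM), detection in at least 2 libraries of each group, and subtraction of shared whole-number coverage. For a region of at least 100 bp with a whole-number mean coverage, this is all of its coverage, with or without a neighbour of the same value. For regions lying between 2 such regions, at most 20 of them, it is the lower of the 2 coverages. There, every region of the stretch had to reach that lower coverage. Genotype labels were also exchanged among libraries of equal replicate number (seed 7), and every model refitted, to count how often another grouping gives as many regions. Groupings that only exchange the labels of CS and Berlin counted as other groupings.

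Gene ontology terms, binding motifs, tissue enrichment and in situ results were not analysed here. Of the 34 genes looked for, 12 had no paired region and were not analysed here. Columns headed as standard deviations of Berlin in the supplementary tables hold the mean RPKM of other groups and were not used here.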

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

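The tests of P14/fru4-40 replicate 4 were chosen only after its values had been seen, and so was the look at each strain alone for the sex-dependent regions, whereas the regroupings of libraries were set in advance.

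In the groups of 4 libraries, 141 values were compared with Dixon's 95% critical value, by dividing the gap of the most extreme library to its nearest neighbour by the range of the group. The most extreme library lay past that value in 11 of them, against 7.05 expected by chance. Per group 47 values were tested and 2.35 expected, and 3 were found in CS males, 1 in fruw12/ChaM5 and 7 in P14/fru4-40, so that chance leaves most of the cases in P14/fru4-40 unexplained. In CS males, replicate 3 stood apart with 5.06 RPKM in the *fru* region F52809_SI (0.621 to 1.19 in the other libraries) and with 21.1 in the *CadN* region S8910_SI (16.2 to 17.0). Replicate 1 stood apart with 0.0833 in *Dhc98D*, where the other libraries had 0 and the mean was 0.25 estimated reads. The libraries of a group share genotype and sex, so that the design gives no biological explanation and none was tested. No technical explanation was tested for these single values either.

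Of these 11 cases, 7 were in P14/fru4-40 males with replicate 4 counted in. Replicate 4 was the extreme library in 3 of them, with 12438753 mapped reads (5179213 to 5364768 in the others), 2.78 RPKM in the *pros* region F49099_SI (15.2 to 17.5) and 17.3 in the *D2R* region F19651_SI (4.05 to 5.77). Replicate 2 stood apart with 3.36 in the *fru* region S52797_SI (0.230 to 0.449) and 8.39 in the *Sema-5c* region S26551_SI (3.36 to 4.08), and replicate 3 with 5.84 in the *fru* region S52806_SI (0 to 0.998) and 2.85 in the *fru* region S52807_SI (0 in the others). In the last pair of regions, 5 and 15 of the 38 libraries were counted as holding shared whole-number coverage, so their values may rest on few reads within the region. In fruw12/ChaM5 males, replicate 4 had 17158146 mapped reads, against 4597904 to 6040266 in the other 3 libraries. For these differences between libraries of one genotype the design gives no biological explanation and none was tested.

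P14/fru4-40 replicate 4, a library outside the group means of the paper, had 476 regions with an RPKM more than 2 times that of each of the other 38 libraries, and 5208 with an RPKM less than 0.5 of that of each of them. The next highest number above was 126, in fruw12/ChaM5 replicate 2. Its mean correlation with the other P14/fru4-40 libraries was 0.790, against 0.873 to 0.882 for those libraries, and 70.4% of its mapped reads fell in the regions. As a test of length bias, its median log2 ratio to the other libraries of the group rose from -0.77 in the shortest quartile of regions to -0.33 in the longest, a difference of 0.442 that is larger than in any other library. Library size was tested on fruw12/ChaM5 replicate 4, which holds still more reads and had a mean correlation of 0.922 with its group, so a large library alone is not enough. As a test of a mislabelled sample, its RPKM of the *fru P1* promoter exon was 0.421, below the other P14/fru4-40 libraries (2.26 to 3.12) and further still from fruw12/ChaM5 (3.43 to 6.55) and wild type males (4.55 to 16.8), and its S52808_SI value of 0.743 was far from fruw12/ChaM5 (80.8 to 93.1). As that value lay below both the other P14/fru4-40 libraries (3.66 to 11.1) and wild type males (3.53 to 21.1), it does not tell those apart. A candidate explanation that remains is a difference in RNA fragments or library preparation that favours long regions. It was the only library in its lane, so lane and library cannot be told apart. No biological explanation was tested.

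The response to over-expression differed between males and females, by a test of the difference itself, in 200 regions for FruMA, 316 for FruMB and 363 for FruMC, which is what made these counts stand out. When genotype labels were exchanged within sex and replicate number, 17, 16 and 14 of the 100 groupings, the real one included, gave as many regions. The median of the other groupings was 0 for FruMA and FruMB and 1 for FruMC, but the highest were 4463, 4762 and 5115. CS males and CS females were sequenced in different runs and the over-expression flies of both sexes in one, so the run enters the difference relative to CS. A counted region also has to pass relative to Berlin, whose males and females share a run, and there a run effect common to both sexes cancels. Responses at least 2-fold stronger in males numbered 4425 for FruMA relative to CS and 1006 relative to Berlin, and weaker ones 732 and 456. The run alone therefore does not account for the counted regions. A sex-dependent response is the biological explanation the design gives and may account for them, but it was not told apart from other groupings of the libraries, since 17 of the 100, the real one included, gave as many regions for FruMA.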

How the results depend on the processing

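Of the alternatives, the fold from the mean of ln(RPKM), detection in at least 2 libraries of each group and the subtraction of whole-number coverage shared by neighbouring regions were chosen only after the results were seen. Each was applied one at a time to the results it bears on. For a count, a change means more than 1.5 times or less than that factor below the reported count, and for an odds ratio a change of direction or of the side of a Fisher's exact p of 0.05. Apart from leaving out single libraries, 312 comparisons of a main result with an alternative stayed the same, 145 counts moved, 3 odds ratios became stronger and 2 reversed. Where a result changed, the cause was not tested, unless a test is named.

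Several odds ratios kept their direction and their side of the significance limit under every alternative run for them. The X odds ratio of regions induced by any isoform in males stayed above 1 and significant, from 1.48 relative to Berlin alone to 1.86 at a false discovery rate of 0.05. The X odds ratio of regions repressed by any isoform in males stayed below 1 and significant, from 0.462 with a mean of at least 10 reads to 0.800 relative to CS alone, and the X odds ratio of regions repressed by any isoform in females from 0.350 with a mean of at least 10 reads to 0.740 relative to CS alone. The odds ratios of regions induced by any isoform in males on 2L and on 2R stayed below 1 and significant, with the highest p on 2L without FruMA male replicate 2 (odds ratio 0.899, Fisher's exact p = 0.0408) and on 2R relative to Berlin alone (odds ratio 0.931, Fisher's exact p = 0.0209). For regions induced from the mutants and repressed by over-expression the odds ratio stayed above 1 and significant, with the lowest value, 2.70, when the direction of mutants was taken from the mean. In a test outside these alternatives, which gave each comparison its own wild type strain, it was 1.35 with mutants set against CS and reversed to 0.136 (Fisher's exact p = 9.5e-112) with mutants set against Berlin. Centring each arm on its median, which is also such a test, took the odds ratio of regions repressed in males to 0.925 (Fisher's exact p = 0.319), no longer significant. It also removes the shift common to all arms and raised these regions from 725 to 1380. The replicate block left all 39 results the same, limma with variance moderation all 14 for which it was run, and the alternatives chosen after the data were seen all of theirs (37, 39 and 39). The 39 include the count of regions induced both from mutants and by over-expression. Its odds ratio is not among them and was no longer significant with the block.

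With all mapped samples, that is with P14/fru4-40 replicate 4 added, 29 results stayed the same and the X odds ratio of regions induced by any isoform in females was 0.711 (Fisher's exact p = 0.0249), now significant. Limiting the model to only the compared groups moved only the regions induced by FruM from mutants, to 238, and left 13 results the same.

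A pseudocount of 1 left 31 results the same and lowered 8 counts. The regions repressed by FruMA in males fell to 147 and those by any isoform to 447, and the regions repressed by FruMA in females fell to 155, those by FruMC to 148 and those by any isoform to 347. The regions repressed by any isoform in both sexes numbered 93, the regions differing between FruMB and FruMC in males 38 and the regions differing between FruMA and FruMC in females 45. Keeping only regions with a mean of at least 10 reads left 14 results the same and lowered 13. Repressed regions in males were 120, 175 and 179 for FruMA, FruMB and FruMC, and in females 118, 141 and 90. Induced regions in females were 99 for FruMA and 97 for FruMB. The regions differing between FruMA and FruMC in males were 53, the regions differing between FruMB and FruMC in males 39, the regions differing between FruMA and FruMB in females 45, the regions differing between FruMA and FruMC in females 45 and the regions differing between FruMB and FruMC in females 34.

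With edgeR 27 results stayed the same. The regions induced by FruMC in males fell to 1190 and the regions induced by all isoforms in males to 479, while the regions repressed by FruMC in males rose to 551 and the regions repressed by all isoforms in males to 115. The regions induced by FruMA in females rose to 247 and the regions induced by all isoforms in females to 94. The regions induced by FruM from mutants fell to 250, the regions induced both from mutants and by over-expression to 4, and the regions repressed both from mutants and by over-expression rose to 11. The regions differing between FruMA and FruMB in males were 192 and the regions differing between FruMA and FruMC in males 189. The X odds ratio of regions induced by any isoform in females reversed to 1.02 (Fisher's exact p = 0.860). For single regions edgeR reversed the log2 difference of S47252_SI in FruMC male against Berlin male (*dsx*), to -0.18, and the log2 difference of S51955_SI in FruMA male against Berlin male (*Fas1*), to -0.0062. With the replicate block the log2 difference of F52795_SI in FruMB male against Canton-S male (the A exon of *fru*) reversed to 0.022. Of the other values for single regions under the 4 alternatives run for them (edgeR, the pseudocount, all mapped samples and the block), 949 stayed the same, 19 became weaker and 13 stronger.

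DESeq2 left 10 results the same and moved 4. Regions induced in males fell to 961 for FruMA, 840 for FruMB and 972 for FruMC, and the regions induced by FruM from mutants to 189. Upper-quartile scaling left 6 results the same and moved 8. It lowered the regions induced in males to 1021 for FruMA, 944 for FruMB and 1039 for FruMC, and raised the repressed ones to 514, 607 and 714. The regions induced by FruM from mutants fell to 254 and the regions repressed by FruM from mutants rose to 655. Relative to the reported scaling, it changed the median log2 difference of all tested regions by -0.17 to -0.25 in over-expression males. In mutant males the change was 0.027 to 0.113.

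A false discovery rate of 0.05 left 8 results the same and lowered 30 counts. In males 134, 204 and 217 regions were repressed by FruMA, FruMB and FruMC and 406 by any isoform, and the regions repressed by all isoforms in males were 41. In females 66, 70 and 145 were induced and 207 by any isoform, and 146, 158 and 123 were repressed and 314 by any isoform. The regions induced by all isoforms in females were 24 and the regions repressed by all isoforms in females 35. Shared between the sexes, the regions induced by any isoform in both sexes were 71 and the regions repressed by any isoform in both sexes 89. From the mutants, the regions induced by FruM from mutants were 127 and the regions repressed by FruM from mutants 160, and the regions induced both from mutants and by over-expression were 3 and the regions repressed both from mutants and by over-expression 4. The isoforms differed in 30 (FruMA and FruMB), 23 (FruMA and FruMC) and 14 (FruMB and FruMC) regions in males and in 26, 24 and 11 in females. The regions with a sex-dependent response to FruMA were 37, to FruMB 71 and to FruMC 67. The X odds ratio of regions induced by any isoform in females was 0.395 (Fisher's exact p = 1.5e-04), now significant.

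Without the 2-fold minimum the 14 counts to which it applies grew. In males 6655, 6162 and 7638 regions were induced and 1901, 2186 and 2288 repressed by FruMA, FruMB and FruMC, and in females 1044, 980 and 1382 were induced and 1263, 1653 and 1414 repressed. The regions induced both from mutants and by over-expression were 91 and the regions repressed both from mutants and by over-expression 44. With the direction of mutants taken from the mean of the comparisons, the regions induced by FruM from mutants were 895, the regions repressed by FruM from mutants 782, the regions induced both from mutants and by over-expression 29 and the regions repressed both from mutants and by over-expression 12.

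Using CS alone as wild type raised 26 counts. In males 6082, 5764 and 6545 regions were induced by FruMA, FruMB and FruMC, and 8305 by any isoform, and 1672, 1860, 1869 and 3366 were repressed. In females 542, 584, 700 and 1124 were induced, in the same order, and 770, 888, 774 and 1686 repressed. All isoforms together shared 4212 and 664 of these in males (regions induced by all isoforms in males, regions repressed by all isoforms in males) and 243 and 217 in females (regions induced by all isoforms in females, regions repressed by all isoforms in females). Between the sexes, the regions induced by any isoform in both sexes were 445 and the regions repressed by any isoform in both sexes 619. From the mutants, the regions induced by FruM from mutants were 1744 and the regions repressed by FruM from mutants 1157, the regions induced both from mutants and by over-expression 66 and the regions repressed both from mutants and by over-expression 21. The X odds ratio of regions induced by any isoform in females was 0.823 (Fisher's exact p = 0.0267), now significant.

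Berlin alone as wild type also raised 26 counts. In males 4800, 4621 and 5573 regions were induced by FruMA, FruMB and FruMC, and 7569 by any isoform, and 825, 995, 982 and 1864 were repressed. In females 3178, 2789, 3419 and 5065 were induced, and 739, 791, 746 and 1500 repressed. The regions shared by all isoforms were 2779 and 274 in males (regions induced by all isoforms in males, regions repressed by all isoforms in males) and 1537 and 253 in females (regions induced by all isoforms in females, regions repressed by all isoforms in females). Between the sexes, the regions induced by any isoform in both sexes were 2501 and the regions repressed by any isoform in both sexes 519. From the mutants, the regions induced by FruM from mutants were 5781 and the regions repressed by FruM from mutants 7886, the regions induced both from mutants and by over-expression 322 and the regions repressed both from mutants and by over-expression 27. The X odds ratio of regions induced by any isoform in females reversed to 1.29 (Fisher's exact p = 4.8e-11).

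Leaving out each library of the compared groups in turn changed some results past these limits in at least 1 fit. They were regions repressed by FruMB in females (from 260 to 444), regions induced both from mutants and by over-expression (from 9 to 42), regions differing between FruMA and FruMC in females (from 42 to 66), regions differing between FruMB and FruMC in males (from 41 to 99), regions with a sex-dependent response to FruMA (from 141 to 326) and to FruMB (from 250 to 506), and the X odds ratio of regions induced by any isoform in females (from 0.599 to 1.12). The last changed past them in 8 of 15 fits, with a lowest Fisher's exact p of 7.7e-04. It was above 1 without FruMC female replicate 1 (Fisher's exact p = 0.354). The other results stayed within these limits in every such fit. For example, regions induced in males ranged from 1682 to 2015 for FruMA, from 1384 to 1808 for FruMB and from 1886 to 2319 for FruMC.

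Repressed regions were called at lower depth than induced ones. Their median was 7.97 reads per library for FruMA in males, against 25.4 for the regions induced by FruMA. In the simulation, which raised and lowered equal numbers of regions and scored both directions together, 67.0% of all regions changed 4-fold were recovered. Among those with a mean of at least 10 reads, 82.2% were. The recovery of lowered regions was not scored on its own.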

Differences from the paper's values

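Only the subtraction of shared whole-number coverage and the arrangements that give mutants and over-expression flies different wild type strains were chosen after the results were seen. Each of the 20 values stated in the text or the supplementary tables for which the same measure was computed came out close enough not to count as different, with the sets of libraries and the fold chosen after seeing which ones matched the printed values. Of 60291 regions, 2126 had no read, 10764 more were not tested and 47401 were tested, against 1550, 11104 and 45339 in the paper. In females, 106, 117 and 163 genes were induced by FruMA, FruMB and FruMC and 181, 231 and 197 repressed. All isoforms shared 35 and 34, against 42 and 42 in the paper, and 261 and 455 were found with any. Lists of regions held 2142 and 1978 (FruMA and FruMB in males), 418, 462 and 526 (FruMA, FruMB and FruMC in females) and 1677 (mutants). The paper set aside regions in which exons of different genes overlap, which was not done here, and regions without variation in one condition, which was asked here only of the whole model.

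The paper describes fewer genes induced than repressed in females for each isoform. By genes, which were paired through the paper's own lists, this holds for FruMC (163 and 197). By exonic regions, however, 283 were induced and 243 repressed by FruMC, a ratio of 1.16. The order in the paper was reached by regions with upper-quartile scaling (ratio 0.761), without the 2-fold minimum (0.977) and relative to CS alone (0.904), alternatives set before the data were examined, and with shared whole-number coverage subtracted (0.874), which was chosen after seeing the values. The other alternatives gave ratios above 1.

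For the DNA binding domain exons of *fru*, the paper gives a minimum fold rise for the matching isoform. The C exon was below it, at 2.72-fold in mean RPKM in FruMC males relative to CS males and 3.80-fold in females relative to CS females, and above it relative to Berlin, at 8.98-fold and 6.29-fold. Relative to CS it also stayed below it with edgeR, a pseudocount of 1, all mapped samples and the replicate block, the alternatives run for single regions.

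Genes induced in males are described as enriched on the second chromosome as well as on the X. Counted as regions, those induced by any isoform in males were fewer than expected on 2L (odds ratio 0.830, two-sided Fisher's exact p = 2.6e-04) and on 2R (odds ratio 0.803, Fisher's exact p = 4.8e-06). None of the settings run, leaving out single libraries included, gave an odds ratio above 1 on either arm.

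Lists from the mutants and from over-expression are described as significantly associated. Regions induced in both were fewer than expected (odds ratio 0.547, two-sided Fisher's exact p = 0.0197), and regions repressed in both were near the expected number (odds ratio 1.13, Fisher's exact p = 0.684). Among the alternatives set before the data were examined, an association in the same direction was reached for repressed regions without the 2-fold minimum (odds ratio 1.48, Fisher's exact p = 0.0185) and at a false discovery rate of 0.05 (odds ratio 2.99, Fisher's exact p = 0.0494, 4 regions), and for induced regions by none of them. The deficit of regions induced in both was not significant with the replicate block (odds ratio 0.797, Fisher's exact p = 0.369), and without fruw12/ChaM5 male replicate 4 the odds ratio was 1.14 (Fisher's exact p = 0.395). An association in the same direction was also reached, in arrangements chosen after seeing the values, with mutants set against Berlin and over-expression against CS (odds ratios 4.84 for induced and 2.12 for repressed regions) and with mutants set against CS and over-expression against Berlin for repressed regions (odds ratio 2.06), where induced regions had an odds ratio of 0.877. An association in opposite directions was found with the reported settings, in which both lists share the wild type libraries (odds ratios 5.49 and 1.80). Of the 1677 regions that passed all 4 comparisons of mutants with wild type, 51.3% did not share a direction in all of them.

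Among genes named as induced in both sexes, *dsx* had 0 of its 2 paired regions induced in males, and 0 were higher than both strains at an unadjusted p under 0.05. With FruMC in males, its region of highest RPKM had log2 differences of 1.16 from CS and 0.06 from Berlin. A *dsx* region was called in males relative to CS alone and relative to Berlin alone, 1 with each, and with no other alternative run. Among genes named as up-regulated, 0 regions of *Fas1*, *nAcRalpha-7E* and *cac* were called in males or females. At an unadjusted p under 0.05 and without a minimum fold, 1 of the 4 *cac* regions was higher than both strains in males, and 0 of 1 for *Fas1* and for *nAcRalpha-7E*. Of the alternatives, the absence of a 2-fold minimum gave calls in males for *Fas1* (1 region) and *cac* (1 region), CS alone as wild type gave 3 for *cac*, and Berlin alone 1 for *nAcRalpha-7E*. In females, the *Fas1* region was called without a 2-fold minimum and was higher than both strains at an unadjusted p under 0.05. These counts cover paired regions only. The lists for males were cut here, with 1425 of 2128 regions shown for FruMA, 0 of 1965 for FruMB and no usable list for FruMC. The paper's calls may therefore rest on regions of these genes that were not paired here.

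The Methods give the same number of replicates for every genotype. The group means printed in the supplementary tables match 4 libraries for CS males and for fruw12/ChaM5 males, and 3 for the other groups.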

Other observations

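Of the tests given here, the double difference of runs and strains, the tests of depth and length for the excess in males, the centring of arms and the regroupings of libraries were set in advance, and all others were chosen only after the result they test was seen. For the overlap of mutants with over-expression and for the whole-number coverage, the reading of the tests was also changed after their values were known, as said there.

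More regions were induced than repressed in males, and most of the induced ones were called for more than 1 isoform. When genotype labels were exchanged among libraries of the same replicate number, 4 of the 100 groupings, the real one included, gave as many induced regions for each of FruMA, FruMB and FruMC, against 26, 20 and 19 of the 100 groupings for repressed regions. Medians of the other groupings were 42, 31 and 31 induced regions, but the highest counts were 2483, 2203 and 2882, above the real ones of 1877, 1637 and 2144. Some of the other groupings only exchange CS and Berlin labels and keep the over-expression libraries together. These were not set apart. The share of 4 and the highest counts therefore do not show that a different over-expression group gives as many. The real grouping also follows the run, since all over-expression males come from the second run and all wild type males from the first. Run and over-expression therefore cannot be told apart in it. A run difference was tested by a double difference, the excess of second-run CS females over first-run Berlin females minus that of CS males over Berlin males, both from the first run. Its median log2 value was 0.918 in regions induced by any isoform in males, 1.19 in those induced by all isoforms, -0.22 in repressed regions and 0.016 in the other tested regions, and it was above 0 in 85.1% of the induced regions. A difference between the strains that depends on sex would give the same. In a comparison that stays within the second run for the over-expression males, each isoform was set against CS females plus the male to female difference of Berlin, and 29.7% of the 5658 pairs of isoform and induced region stayed at least 2-fold higher, while 74.3%, 74.2% and 72.9% of the repressed regions stayed at least 2-fold lower with FruMA, FruMB and FruMC. The ratio of regions higher to regions lower in that comparison was 1.73, 1.42 and 2.08. Depth was tested in regions with a mean of at least 100 reads, where the ratio of induced to repressed regions was 6.64, and region length by quartiles, where the lowest ratio was 3.29. With the coverage shared by neighbouring regions subtracted the ratio was 4.25. Depth, length and shared coverage therefore leave the excess in place, and a candidate explanation for a large part of it is the sequencing run together with the scaling of the libraries. Induction by FruM may account for the rest, which the direct comparison cannot separate from the run. The comparison within the second run removes the run for the 29.7% of pairs that stayed at least 2-fold higher. It holds only if the male to female difference is the same in both strains.

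Many more regions were induced in males than in females, 7.00 times as many. Relative to Berlin alone, whose males and females are both from the first run, the ratio was 1.49. The wild type females include a strain sequenced in the same run as the over-expression flies and the wild type males do not, which is a candidate explanation for most of the difference. In females, 11, 11 and 4 of the 100 groupings gave as many induced regions as found for FruMA, FruMB and FruMC, and 14, 22 and 26 as many repressed ones, with highest counts in other groupings of 259, 277 and 341 induced and 1950, 1775 and 2003 repressed regions. As in males, groupings that only exchange CS and Berlin labels are among these and were not set apart. A split of the female libraries that follows the run gave more regions than over-expression did. Berlin females were at least 2-fold lower than both CS and the over-expression females in 1807, 1639 and 1842 regions with FruMA, FruMB and FruMC, and higher in 193, 168 and 198, against 155, 167 and 283 induced and 263, 295 and 243 repressed regions. In that split run and strain cannot be told apart, nor can a call that rests on the comparison with Berlin females be told apart from the run.

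X-linked regions were over-represented among regions induced in males. A shift of the whole chromosome between runs or strains was tested by centring each arm on its median, after which the odds ratio was 1.34 (two-sided Fisher's exact p = 7.9e-06). Centring also removes the shift common to all arms and took the induced regions from 3079 to 1534, so it does not isolate the X. In the comparison within the second run the odds ratio was 1.26 among regions at least 2-fold higher (Fisher's exact p = 4.8e-05), and with shared coverage subtracted 1.74. Each test left the odds ratio above 1, so none of these explanations accounts for all of it. As a hypothesis, induction by FruM in males may favour X-linked regions. The regions called induced by FruM from the mutants argue against it. Of 387 placed, 40 were on the X against 63.7 expected (odds ratio 0.583, two-sided Fisher's exact p = 7.2e-04). The genetic background of the over-expression flies, which differs from both wild type strains, was not tested, and these tests treat regions of one gene as independent.

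Regions lower in both mutants were 408, and so were those higher in both. Among 100 groupings of the male libraries, 6 gave as many lower regions and 8 as many higher ones, with medians of 31 and 26 in the others and highest counts of 1418 and 756. Hemizygosity of genes next to *fru* was tested on the 100 tested regions on each side of it. Distal to *fru* 13 of 100 were lower, against 89 of 11444 regions elsewhere on 3R (odds ratio 19.1, two-sided Fisher's exact p = 3.4e-12). The median log2 difference of the distal regions was -1.06 and -1.05 in fruw12/ChaM5 relative to CS and Berlin, and -0.38 and -0.37 in P14/fru4-40. According to the Methods, 1 deficiency of each mutant extends distally and the P14 deficiency extends proximally. In P14/fru4-40 the proximal medians were -0.02 and 0.28, which goes against a missing copy on that side. The count of called regions cannot test it there, because a call needs both mutants to be lower. A missing copy may therefore explain the 13 distal regions, which are a small part of the 408. Dependence on male-specific FruM was tested on Berlin males and females of one run. The regions lower in both mutants had a median male to female log2 difference 0.383 above that of other regions, with 81.9% higher in males, and those higher in both mutants had one below it, by -0.26. This would follow from FruM, but also from the use of the same Berlin male libraries in the mutant comparison, so that the biological explanation cannot be told apart from shared libraries. The regions lower in both mutants were also frequent on the fourth chromosome, with 23 against 5.79 expected (odds ratio 4.27, Fisher's exact p = 3.0e-08), for which no explanation was tested.

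Regions lower in both mutants overlapped those repressed by over-expression (odds ratio 5.49) and not those induced by it (0.547, and 0.797 with the replicate block, Fisher's exact p = 0.369), the opposite of what a common action of FruM would give. Mutant and over-expression males are compared with the same wild type male libraries, and chance deviations of those libraries push both comparisons the same way. With a different strain as wild type for each comparison, the odds ratio for opposite directions was 1.35 (two-sided Fisher's exact p = 0.00989) with mutants set against CS and 0.136 (Fisher's exact p = 9.5e-112) with mutants set against Berlin. For regions higher in both mutants and induced by over-expression (odds ratio 1.80 with shared libraries), it was 0.835 (Fisher's exact p = 0.0381) and 0.0860, below 1 in both arrangements. For the first pair the arrangements went opposite ways, so this test, first read as favouring shared libraries, was left undecided, since the strain difference enters with opposite sign. With separate libraries of both strains for each comparison, the Spearman correlation of the mutant and over-expression differences across regions was -0.10 on average over 36 divisions (from -0.20 to -0.0036), against 0.158 when the same divided libraries served both comparisons and 0.0596 with all libraries shared. Shared wild type libraries are therefore a candidate explanation for the overlap in opposite directions. The run, in which over-expression males differ from all other males here, was not separated from it.

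The isoforms were compared within one run. In females, however, all FruMC libraries were sequenced in lanes that hold no FruMA or FruMB library, so that a difference from FruMC cannot be told apart from the lane. In males 76, 86 and 65 regions differed between FruMA and FruMB, FruMA and FruMC, and FruMB and FruMC, and in females 75, 69 and 52. In each of these 6 comparisons 1 of the 4 groupings obtained by exchanging labels within replicate number, the real one, gave as many regions. The highest counts of the other groupings were 6, 11 and 36 in males and 9, 7 and 22 in females. With 4 groupings the share cannot be lower, so this does not decide between isoform and single libraries. Libraries of one lane were slightly more alike than those of different lanes of a run, with mean correlations of deviations from the group mean of 0.0320 against -0.00635.

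Neighbouring regions of a library often held exactly the same whole-number mean coverage. If reads aligned across a gap were counted as covering the bases of the gap, whole numbers would be frequent. Among regions of even length of at least 100 bp, a mean coverage was a whole number 14923 times and exactly halfway between whole numbers 3150 times, a ratio of 4.74, and at a mean coverage of at least 5 the ratio was 3.10 (5216 and 1685). Both are below the ratio of 10 set for these tests, which were first read as against this explanation and then as undecided, because most regions hold no such read. Of 8081 regions with a whole-number coverage of at least 3, 39.0% had an adjacent region of the same coverage, against 0.0950% of 2105 regions halfway, a ratio of 411. This count measures the pattern itself and so cannot test its cause. A duplicated chromosome segment was tested on the 200 regions of 3R with many regions induced by FruMC in females. The RPKM gained there was 30.9 in the quartile of lowest wild type RPKM and 27.4 in the highest, a ratio of 0.885, where a duplication would add more to highly expressed regions. Coverage of gaps remains as a candidate explanation, which these tests left undecided. Coverage counted as shared, which includes levels taken from whole-number regions on both sides, touched 25.1% of the tested regions in at least 1 library. Per library it touched from 0.409% to 3.05%. For a technical pattern of this kind no biological explanation was tested.

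Regions induced in females were over-represented on 3R (odds ratio 2.70). A difference of the third chromosome that carries the *fru P1* driver was tested on the 500 regions on either side of *fru*, of which 4 of 1000 were induced in females, against 184 of 10544 elsewhere on 3R (odds ratio 0.226, two-sided Fisher's exact p = 3.5e-04). The 17 *fru* regions, all induced, are left out of both. Without the segment of 200 regions it was 4 of 1000 against 78 of 10344 (odds ratio 0.529, Fisher's exact p = 0.245), so that the depletion next to *fru* rests on the segment, and there is no excess there with or without it. With shared coverage subtracted, the odds ratio for 3R was 1.99 (Fisher's exact p = 4.1e-10). The segment of 200 then held 52 regions induced by FruMC in females, against 106 before. With the deposited coverage, the odds ratio outside that segment was 1.31 (Fisher's exact p = 0.0250). Leaving out the *fru* regions as well, which the over-expression itself raises, it was 1.09 (Fisher's exact p = 0.511), with 82 regions on 3R and 235 elsewhere. The excess thus lies in the segment and in *fru*. Coverage of gaps may explain part of the calls in the segment. The subtraction removes whole-number coverage of a region, with or without a neighbour of the same value, and the lower level of 2 such regions from those between them. Coverage that it missed, or true coverage that it removed, was not tested.

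The paper's list for the mutants holds 1608 regions, and the copy used here shows 1170 of them. Of the 1170 shown, 684 (58.5%) did not have the same direction in all 4 comparisons. Columns headed as standard deviations of Berlin in the supplementary tables hold the mean RPKM of another group, in all 1425 regions read for FruMA in males and all 1170 read for the mutants. No explanation was tested for either.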
